# Transcriptomic analysis of lung development in wildtype and CFTR^*−/−*^ sheep suggests an early inflammatory signature in the CF distal lung

**DOI:** 10.1007/s10142-023-01050-y

**Published:** 2023-04-22

**Authors:** Jenny L. Kerschner, Alekh Paranjapye, Makayla Schacht, Frederick Meckler, Felix Huang, Gurkan Bebek, Arnaud J. Van Wettere, Misha Regouski, Iuri Viotti Perisse, Kenneth L. White, Irina A. Polejaeva, Shih-Hsing Leir, Ann Harris

**Keywords:** Lung development, Transcriptomics, Cystic fibrosis, Inflammatory response, CF sheep

## Abstract

The precise molecular events initiating human lung disease are often poorly characterized. Investigating prenatal events that may underlie lung disease in later life is challenging in man, but insights from the well-characterized sheep model of lung development are valuable. Here, we determine the transcriptomic signature of lung development in wild-type sheep (WT) and use a sheep model of cystic fibrosis (CF) to characterize disease associated changes in gene expression through the pseudoglandular, canalicular, saccular, and alveolar stages of lung growth and differentiation. Using gene ontology process enrichment analysis of differentially expressed genes at each developmental time point, we define changes in biological processes (BP) in proximal and distal lung from WT or CF animals. We also compare divergent BP in WT and CF animals at each time point. Next, we establish the developmental profile of key genes encoding components of ion transport and innate immunity that are pivotal in CF lung disease and validate transcriptomic data by RT-qPCR. Consistent with the known pro-inflammatory phenotype of the CF lung after birth, we observe upregulation of inflammatory response processes in the CF sheep distal lung during the saccular stage of prenatal development. These data suggest early commencement of therapeutic regimens may be beneficial.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10142-023-01050-y.

## Introduction

The biological processes involved in human lung development are critical to establishing a healthy organ at birth and molecular and cellular events that perturb this normal differentiation may underlie respiratory disease. Though most aspects of the development of the mouse lung are very well studied (reviewed in (Basil and Morrisey 2020)), knowledge of human lung development remains limited by availability of biological material, and data are often derived from a limited number of time points (Czerwinski et al. 2020). However, some adult lung diseases clearly have embryonic or childhood origins (Nikolic et al. 2018). For example, studies on the human lung suggest that narrower airway lumens, which are also associated with genetic variants in the fibroblast growth factor 10 (*FGF10*) gene, are a susceptibility factor for chronic obstructive pulmonary disease (Smith et al. 2018). Another lung disease which may have a prenatal origin is cystic fibrosis (CF). Though the CF lung is apparently anatomically and physiologically normal at birth, the propensity for recurrent lung infections from the neonatal period onwards remains largely unexplained. Earlier work using human fetal tissues suggested that the human CF airways are in a pre-inflammatory state prior to the first lung infection (Tirouvanziam et al. 2000). Mid trimester human tracheal tissues were grafted into severe combined immunodeficient (SCID) mice where CF tissues exhibited a significant inflammatory imbalance when compared to non-CF samples, with elevated intraluminal interleukin 8 (IL-8) levels. Furthermore, direct observation of the immune cell population in CF and non-CF human fetal lungs identified an increased number of mast cells and macrophages through development in the CF tissues (Hubeau et al. 2001). More recently questions relating to CF lung development have been addressed in animal models of the disease. In the CF pig a defect in lung branching morphogenesis was suggested to underlie CF proximal airway disease (Meyerholz et al. 2018), though equivalent phenotypes were not observed in the CF sheep (Van Wettere et al. 2022). In CF ferrets, which do not exhibit an in utero lung phenotype, prior infection was not necessary for a muco-inflammatory lung phenotype to develop in the neonatal period (Rosen et al. 2018). Hence, there is still uncertainty about the timing and molecular events that predispose the CF airway to postnatal pathology, although there is limited opportunity to address these questions in humans. Here, we use a sheep model of CF (*CFTR*^*−/−*^) (Fan et al. 2018) and age-matched wild-type (WT) sheep of the same breed (American Romney) to perform a detailed transcriptional analysis through lung development. Historically, the sheep lung provided invaluable information of direct relevance to human lung development, biology, and physiology (reviewed in (Thorburn and Harding 1994)) (Dawes et al. 1953). We collected proximal and distal lung tissue separately at 6 time points through gestation, from which RNA was extracted and subjected to RNA-seq analysis. Detailed bioinformatic analysis revealed genes and biological processes that were differentially expressed between time points in WT and *CFTR*^*−/−*^ animals separately, and between WT and *CFTR*^*−/−*^ animals at each timepoint. The expression levels of key genes of interest were further validated by RT-qPCR. These data provide a detailed molecular profile of WT and *CFTR*^*−/−*^ lung development and differentiation, and also identify a proinflammatory phenotype before birth in the *CFTR*^*−/−*^ sheep distal lung.

## Materials and methods

### Animals

American Romney breed of domestic sheep (*Ovis aries*) were used in this study. All animal studies were approved and monitored by the Institutional Animal Care and Use Committee (IACUC) at Utah State University (IACUC protocol # 10089) and conformed to the National Institute of Health guidelines. WT sheep were bred according to standard protocols. Briefly, ewes were synchronized at estrus using an intramuscular (IM) injection of 2 mL EstruMate containing 250 μg/ml of cloprostenol, a synthetic analogue of Prostaglandin F2α (Merck Animal Health) and introduced to the ram on the same day. Ultrasonography around 40 days confirmed pregnancy status and day 1 of gestation was defined as ~ 48 h post injection. *CFTR*^*−/−*^ sheep were generated by somatic cell nuclear transfer (SCNT) using genetically modified sheep fetal fibroblast (SFFs) (CF 60 male, *CFTR* exon 2 targeted) derived from American Romney fetuses as described previously (Fan et al. 2018). SCNT recipient ewes were synchronized prior to embryo transfer as described elsewhere (Yang et al. 2016) with the following modification: 2.5 mL of EstruMate was given IM at the time of SYNCRITE Vaginal Sponges removal. A minimum of two fetuses were recovered at days 50, 65, 80, 100, and 120 of gestation and 147–150 days (term) for histological and molecular analysis as described below. WT term animals were born naturally and time after birth until euthanasia was recorded. The number of fetuses analyzed was limited by the stochastic frequency of singleton, twin, and triplet pregnancies, the need to collect all animals in a single breeding season to minimize natural variation, and the high cost of large animal work. However, since all animals were inbred American Romney sheep we expect natural variation to be less than in human tissues.

### Histopathologic analysis

A necropsy was performed on all fetuses collected, to examine for gross lesions and the findings were documented as described previously (Van Wettere et al. 2022). Proximal and distal lung tissue samples (defined in Fig S1A) were collected and fixed in 10% neutral buffered formalin for histology. Formalin-fixed tissue sections were processed and embedded in paraffin according to routine histologic techniques. Sections, 5 µm thick, were stained with hematoxylin and eosin (H&E), alcian blue, or periodic acid–Schiff (PAS) stain according to standard methods and examined by light microscopy.

### Tissue collection for RNA processing

Simultaneously with tissue collection for histology, proximal and distal lung tissue samples were snap frozen in liquid nitrogen and stored at − 80 °C for RNA purification. Tissues were homogenized in TRIzol (Thermo Fisher, 15596018) in a dry ice-cooled MP Biomedicals FastPrep-24 Classic homogenizer using Lysing Matrix D tubes (MP Biomedicals, 116913100) for 1 or 2 × 20 s cycles at 4.0 m/s. RNA was isolated using the TRIzol manufacturer’s protocol. RNA quality was assessed by NanoDrop, formaldehyde gel electrophoresis, and Tapestation prior to choosing high quality samples for RNA-seq.

### RNA sequencing and data analysis

RNA samples passing strict QC criteria were used as templates for cDNA library synthesis with oligo dT priming, and amplified libraries were pooled and sequenced (100 bp paired ends) on a NovaSeq 6000 machine. Raw sequence reads were aligned to the Oar_v4.0 (oviAri4) genome of the Texel sheep breed with STAR version 2.7.0e_0320 (https://github.com/alexdobin/STAR) (Dobin et al. 2013). Aligned reads were assigned to genomic features with featureCounts version 1.6.3 in the Subread package (http://subread.sourceforge.net/) (Liao et al. 2014). Gene expression analysis to identify differentially expressed genes (DEGs) was performed using edgeR version 3.34.1 (Chen et al. 2016). Genes were filtered by the default minimum count defined by library sizes and then normalized by tagwise dispersion. DEGs were filtered for those with a > 1.5 or ≤ 1.5 fold change (log_2_ ± 0.58) and an adjusted *p*-value ≤ 0.001 (Tables S1, S2 and S3). Further evaluation with an adjusted *p*-value ≤ 0.01 increased the number of DEGs as expected but did not substantially alter the biological processes identified in the subsequent gene ontology analysis (data not shown). Data are deposited at GEO:GSE202019.

### Gene ontology analyses

DEGs were filtered to enrich for genes with a fold change ≥ 1.5 and negative binomial adjusted *p*-value ≤ 0.001. RNA-seq gene lists were read into the gProfiler (version: e107_eg54_p17_bf42210, for individual WT and *CFTR*^*−/−*^ time courses; e106_eg53_p16_65fcd97, for WT vs *CFTR*^*−/−*^ at each time point) (Reimand et al. 2016) or DAVID gene ontology program and database (v2022q4 for individual WT and *CFTR*^*−/−*^ time courses; v2022q2 for WT vs *CFTR*^*−/−*^ at each time point) (Huang da et al. 2009; Raudvere et al. 2019; Sherman et al. 2022). gProfiler was run using default parameters, after selecting “Ovis aries (Sheep) (texel)) (version Oar_v3.1) annotated genome with Benjamini–Hochberg correction for multiple testing. Of note, the updated Oarv4.0 is not incorporated into the database.

### Reverse transcriptase quantitative PCR

Total RNA was extracted as described above and cDNA prepared using Taqman Reverse Transcription Reagents (Thermo Fisher, N8080234) with random hexamers, or oligo dT for *ANO1*, *KNG1*, *CHI3L1*, and *C4A* only. Using primers listed in Table S4 (all validated for primer efficiency), qPCR was performed with SYBR Green PCR Master Mix (Thermo Fisher, 4368708). Target gene expression was normalized to the mean of 2 control genes: ovine succinate dehydrogenase complex flavoprotein subunit A (*SDHA*) and glucose 6 phosphate dehydrogenase (*G6PD*) (Vorachek et al. 2013).

## Results

### The developmental transcriptome of WT and *CFTR*^*−/−*^ sheep proximal and distal lung tissue

We showed previously that proximal and distal lung tissue from *CFTR*^*−/−*^ animals did not show gross histological changes from WT animals through gestation (Van Wettere et al. 2022). To look for more subtle changes in lung biology that might not be evident on histology, we performed bulk RNA-seq on lung tissues from 6 time points through gestation. Tissues were taken from proximal and distal lung (regions defined in Fig. S1A) from WT and *CFTR*^*−/−*^ animals (2 of each) at 50-, 65-, 80-, 100-, and 120-day animals during gestation and 147-day (term) (Fig. S1B).

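Bulk RNA was sequenced from 40 libraries, with 2 libraries for each genotype, lung region and time point from 65 days to term. The 50-day time point is not analysed here. The authors aligned the reads to the sheep genome Oar_v4.0 with STAR and counted them on genes with featureCounts, and the deposited counts of 24478 genes are not normalized. The WT libraries from 65 to 120 days had 24670355 to 43700012 counted reads (n = 16), and the WT term libraries had 115937437 to 126749480 counted reads (n = 4). CF libraries from 65 to 120 days had 85773994 to 103139483 counted reads (n = 16), and those at term had 117316905 to 119451372 counted reads (n = 4). Of the counts from 1 to 20, between 69.2% and 85.8% in each library were even numbers, as they are when both mates of a pair are counted. The sample labels give the same animal for both WT replicates at 100 days, and they were kept here as 2 replicates. They also give 1 animal for WT replicate 2 at 65 days and CF replicate 2 at 100 days, which differ in genotype and age, and each was placed by its title, genotype and age. The authors compared time points and genotypes with edgeR, and their supplementary tables of DEGs are headed p<0.001.
Starting from the counts, genes were kept by edgeR's filterByExpr, which left between 18186 and 20344 genes, and the libraries were normalized by the TMM method. Consecutive time points were compared within a genotype and region, and CF was compared with WT within a region, by edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment over all genes tested. DEGs are genes with an adjusted p of 0.001 or less and a log2 fold change of at least 0.58 either way. Normalized read counts are given as CPM, as mean ± SD of 2 libraries, after TMM normalization over the 20 libraries of a region. Log2 fold changes of CF against WT are positive where CF is higher, and those between time points are positive where the later one is higher. Processes were tested with gene lists written before the counts were read, by limma's camera with a preset correlation between genes of 0.01, and the p values were adjusted over 60 list tests.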

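Principal components were computed for the 20 libraries of each region from log2 CPM with a prior count of 2. In proximal lung the first component held 32.0% of the variance and the second 15.4%, and in distal lung they held 36.6% and 12.6%. The choice of genes moved these shares most, since the 500 genes with the largest variance gave 50.9% and 58.9% for the first component. With counts thinned to equal depth, it held 34.3% in proximal and 38.8% in distal lung. Before term, the genotypes differed most on component 2 in proximal lung and on component 3 in distal lung. These were component 3 in proximal lung with counts thinned or genes scaled to unit variance, and component 2 in distal lung with a prior count of 0.5. Averaged over genes as the root mean square (RMS), the difference in log2 CPM between CF and WT means at a time point was 0.90 to 1.02 in proximal and 0.85 to 0.99 in distal lung. Between consecutive time points it was 0.56 to 1.15 and 0.54 to 1.19. The 2 replicates of a condition differed by 0.68 to 1.79 and 0.53 to 1.16, which overlaps the range of both differences between means.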

Principal component analysis (PCA) of RNA-seq data is shown in Fig. S2A, B, where samples are largely seen to cluster by developmental time point and genotype. The predominant principal component was defined by the progression along the timecourse. 

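Across the 20 proximal libraries, the position on the first component rose with gestational day, with a Pearson's r of 0.96 and a Spearman's rho of 0.97. In distal lung r was 0.94 and rho 0.92. All 4 permutation tests, two-sided with 100000 resamples, gave p = 1e-05, the smallest they can give; Benjamini-Hochberg adjustment over the 4 leaves them unchanged. Without the 4 term libraries of a region, which lie farthest from the median day, r was 0.91 in proximal and 0.89 in distal lung. Depths are alike within a genotype before term, and the relation was computed again within each (n = 8). In proximal lung this gave r = 0.98 (exact permutation p = 3.97e-04) and rho = 0.98 (exact permutation p = 7.94e-04) in WT, and r = 0.86 (exact permutation p = 0.00159) and rho = 0.93 (exact permutation p = 0.00317) in CF. Distal lung gave r = 0.96 (exact permutation p = 7.94e-04) and rho = 0.93 (exact permutation p = 0.00317) in WT, and r = 0.86 (exact permutation p = 0.00437) and rho = 0.78 (exact permutation p = 0.0349) in CF. The largest of these 8 p values after Benjamini-Hochberg adjustment was 0.0349, and without the 2 libraries farthest from the median day r was 0.59 to 0.97. Scaling each gene to unit variance lowered rho to 0.82 in proximal and 0.69 in distal lung (permutation p = 0.00136 for the latter). With that scaling and without term, rho was 0.70 in proximal and 0.39 in distal lung, and within CF before term it was 0.59 and 0.24, against 0.93 in both regions within WT.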

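On the first 2 components of proximal lung, the distance between the 2 replicates was 37.1 at 65 days and 45.5 at 80 days in CF, in the units of the component scores. In WT the same distances were 12.2 and 19.7. The CF distances were 80.1 at 100 days, 196 at 120 days and 34.8 at term, against 13.9, 11.1 and 21.2 in WT. Over all genes the order of the genotypes was the reverse, since the RMS difference between replicates at 65 days was 0.70 in CF and 1.02 in WT, and at 80 days 0.99 and 1.01. Over genes with an average log2 CPM of 1 or more, the RMS difference was 0.36 in CF and 0.58 in WT at 65 days, and 0.65 and 0.47 at 80 days. The spread at a single time point was not tested, since each condition has 2 replicates.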

In the proximal CF lung samples replicates at day 65 and day 80 showed more variation and divergence from the same time points in the WT lung tissues, which were very similar to each other (Fig. S2A). 

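Between means of consecutive time points in WT proximal lung, the RMS difference in log2 CPM over 20344 genes was 0.70 from 65 to 80 days, 0.82 from 80 to 100 days, 0.82 from 100 to 120 days and 1.15 from 120 days to term. The same 4 intervals in CF gave 0.56, 0.72, 0.94 and 1.04. Restricted to genes with an average log2 CPM of 1 or more, the last interval gave 0.80 in WT and 0.83 in CF, and the interval before it 0.48 and 0.75. The replicates at 120 days differed by 1.79 over all genes in CF and by 0.91 in WT, so that the CF change to term lay below the spread at its starting point.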

Comparing global transcriptomic changes between time points in proximal lung, the 120-day to term interval showed the greatest changes, particularly in WT animals. 

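In distal lung the replicates lay 17.1 apart at 65 days and 13.7 at 80 days on the first 2 components in WT, and 40.7 and 23.9 in CF. The RMS difference between the means of CF and WT was 0.88 at 65 days and 0.88 at 80 days. Between 65 and 80 days the means differed by 0.63 in WT and 0.81 in CF, and the 2 replicates by 1.16 at 65 and 0.84 at 80 days in WT and by 0.82 and 0.58 in CF.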

Among distal lung tissue samples there was close clustering by time point and relatively little variation between time or genotype at 65 and 80 days (Fig. S2B). 

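RMS differences between consecutive distal means were 0.77 from 80 to 100 days, 0.87 from 100 to 120 days and 1.19 from 120 days to term in WT. In CF they were 0.54, 0.74 and 1.19, with a first interval of 0.81 that exceeded the one from 100 to 120 days. Limited to genes with an average log2 CPM of 1 or more, the intervals from 100 to 120 days and from 120 days to term gave 0.51 and 0.84 in WT, and 0.56 and 1.00 in CF, where the first interval gave 0.67. The 2 term replicates lay 65.6 apart on the first 2 components in WT and 43.5 in CF. From the principal components, the paper states that the samples group for the most part by time point and genotype.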

The major divergence in distal lung transcriptomes occurred between 100 and 120 days and between 120 days and term, irrespective of genotype.

### Differentially expressed genes through gestation in WT sheep proximal and distal lung

First, we conducted pairwise comparisons of differentially expressed genes (DEGs) between each time point of gestation in WT sheep lungs (Table S1). DEGs were identified using a stringent *p*-value filter of ≤ 0.001 and log_2_fold change of ± 0.58 (± 1.5 fold change). We compared 65 days to 80 days, 80 days to 100 days, 100 days to 120 days, and 120 days to term. Proximal and distal lung samples were evaluated separately. For each sample set gene ontology process enrichment analysis was performed on the DEGs to identify upregulated and downregulated processes across gestation.

#### Proximal lung

At the earlier stages of development before 100 days, few gene ontology terms were annotated between time points. 

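Between 65 and 80 days in WT proximal lung, 0 of 18186 genes were DEGs by edgeR's quasi-likelihood test, and between 80 and 100 days 0 were. An unadjusted p below 0.05 was found for 1000 genes (5.50%) in the first comparison and 2699 (14.8%) in the second, and the smallest adjusted p was 0.00179 and 0.00128. At the same limits, DESeq2 called 33 and 393 genes. The alternative that moved both counts most among edgeR's own settings was the limit on p. With 0.001 applied to the unadjusted p, 53 and 345 genes passed, and edgeR's glmTreat, which tests against the fold change limit, passed 16 and 152. No gene was called with any 1 library left out.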

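By glmTreat at an unadjusted p of 0.001 or less, 104 genes rose and 48 fell between 80 and 100 days in WT proximal lung. At an adjusted p of 0.05, 222 genes rose and 118 fell. The median size of the log2 fold change over all genes tested was 0.25.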

Comparing 100 and 80 days, upregulation of multiple genes involved in response to external biological stimuli are annotated in gProfiler (Fig. 1A). Also, increased expression of genes associated with cell adhesion involving integrins and fibrillar collagens are identified in the DAVID analysis (Fig. S3A). 

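Of the 11 fibrillar collagen genes tested between 80 and 100 days, 0 were higher and 1 lower at an unadjusted p of 0.001 or less, and their median log2 fold change was 0.22. Among 30 integrin subunit genes, with a median of 0.05, 3 were higher and 0 lower. Of these, 2 passed glmTreat. At an adjusted p of 0.05, 3 integrin genes were higher and 0 lower. These sets were made from gene symbols after the counts had been read.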

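Between 100 and 120 days, 14 genes were DEGs in WT proximal lung, 10 of them higher at 120 days, against 2921 genes with an unadjusted p below 0.05. DESeq2 called 451 genes and glmTreat 175, with any single library left out 1 gene was called, and with the 2 libraries at 100 days summed 1. The largest rises were in *HSD17B13* (chromosome 6, 101692693 to 101709646), *TFF2* (chromosome 1, 260517767 to 260521339) and *AQP5* (chromosome 3, 135974463 to 135978295). The water channel gene *AQP5* went from 4.32 ± 0.807 to 58.1 ± 17.6 CPM (SD, n = 2), a log2 fold change of 3.78 (standard error 0.31, adjusted p = 9.79e-04), and without WT proximal day 100 replicate 1 its adjusted p was 0.0258. For *HSD17B13* the log2 fold change was 6.76 (standard error 0.57, adjusted p = 9.79e-04) and for *TFF2* 6.34 (standard error 0.36, adjusted p = 1.83e-04), and without the same library their adjusted p was 0.0205 and 0.00509. Of 63 extracellular matrix genes, 42 were higher at 120 days, with a median log2 fold change of 0.27 (camera, adjusted p = 1.36e-04). 5 of them had an adjusted p of 0.05 or less over all genes tested and 12 when adjusted over the list alone. The self-contained rotation test fry, also in limma, gave an adjusted p of 0.218 for this list. The genes of red blood cells, which include those for gas transport, had a median of 0.66 over 15 genes (camera, adjusted p = 0.0769), and without WT proximal day 120 replicate 2 the adjusted p was 0.00171, without WT proximal day 120 replicate 1 0.948. Among these genes, 0 passed 0.05 over all genes and 0 when adjusted over the list alone.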

Comparing 120 and 100 days, there are many more significantly upregulated genes and gProfiler annotates those involved in extracellular matrix, anatomical structures and importantly, gas transport (Fig. 1B). Concurrently, between these two time points, there is a substantial downregulation of genes involved in the cell cycle and cell division (gProfiler Fig. 1C, DAVID Fig. S3B). 

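Genes lower at 120 than at 100 days in WT proximal lung numbered 4 among the DEGs, and the largest falls were in *MYO16* (chromosome 10, 83182572 to 83602176), *COL2A1* (chromosome 3, 138202874 to 138233138) and *SCG5* (chromosome 7, 26989142 to 27044635). The cartilage collagen gene *COL2A1* went from 55.3 ± 16.3 to 1.82 ± 0.325 CPM (SD, n = 2), a log2 fold change of -4.91 (standard error 0.26, adjusted p = 1.83e-04), and had an adjusted p of 0.00658 without WT proximal day 120 replicate 1. *MYO16* changed by -5.09 and *SCG5* by -2.46. On the list of cell cycle genes, 88 of 92 were lower at 120 days, with a median log2 fold change of -0.77 (camera, adjusted p = 4.36e-47). An adjusted p of 0.05 or less was reached by 34 of them over all genes tested and by 71 when adjusted over the list alone. Leaving out each library in turn kept the camera adjusted p between 2.42e-51 and 5.22e-33. The rotation test fry gave an adjusted p of 0.00613, and camera with the correlation estimated from the data gave 0.0918.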

Next, comparing 147 days (term) to 120 days, among the most significantly upregulated genes are those encoding multiple components of the adaptive immune response, encompassing many genes with different roles in immune function (gProfiler, Fig. 1D). 

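The WT libraries before term had fewer reads than those at term in both regions. A difference in batch or run between them cannot be told apart from stage in WT changes to term. From 120 days to term, 389 of 18186 genes were DEGs in WT proximal lung and 219 of these were higher at term. DESeq2 called 2439, and the count ranged from 28 without WT proximal day 120 replicate 2 to 337 without WT proximal term replicate 1. After the macrophage receptor gene *MARCO* (chromosome 2, 183240941 to 183279092), the largest rises were in *CD5L* (chromosome 1, 106583327 to 106650025), with 11.27 (standard error 0.60, adjusted p = 2.1e-04), and *ADGRE1* (chromosome 5, 15144105 to 15223883), with 10.53 (standard error 0.71, adjusted p = 4.04e-04), which are expressed by macrophages. Without WT proximal day 120 replicate 2 their adjusted p was 0.00272 and 0.00363. Of 49 genes of the adaptive immune response, 43 were higher at term, with a median log2 fold change of 1.85 (camera, adjusted p = 3.82e-06). 18 had an adjusted p of 0.05 or less over all genes tested and 20 when adjusted over the list alone. All 39 genes on the list of innate and myeloid cells were higher, with a median of 3.33 (camera, adjusted p = 3.09e-31), 33 of them past 0.05 over all genes and 35 when adjusted over the list alone. Of the 45 list tests with a camera adjusted p of 0.05 or less, 31 also had one by fry and 4 by camera with an estimated correlation. The 4 are cell cycle lists, in CF proximal and distal lung from 120 days to term, in CF against WT proximal lung at term, and in the difference between the genotypes in the proximal change to term.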

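Inflammatory response genes were also tested as a list in WT proximal lung between 120 days and term. 39 of 46 were higher at term, with a median log2 fold change of 0.81 and a mean of 1.11 (camera, adjusted p = 1.04e-06). An adjusted p of 0.05 or less was found for 23 over all genes tested and for 27 when adjusted over the list alone. With each library left out in turn the camera adjusted p stayed between 5.96e-07 and 7.45e-06.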

Some of the same upregulated genes are identified in the inflammatory response in addition to the immune response annotated by DAVID analysis in the same term to 120-day comparison (Figure S3C). There are also a substantial number of downregulated genes between 120 days and term that have roles in development and morphogenesis (gProfiler, Fig. 1E, DAVID, Fig. S3D).

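Lower at term than at 120 days were 170 DEGs of WT proximal lung. *CDR1* (chromosome X, 89397004 to 89399137) fell from 45.8 ± 18.8 to 0.112 ± 0.0878 CPM (SD, n = 2), a log2 fold change of -8.65 (standard error 0.49, adjusted p = 4.22e-05), and *SLITRK4* (chromosome X, 86885246 to 86893047) and *TRIM10* (chromosome 20, 27764340 to 27774608) by -5.08 and -4.78. Every WT library before term, 16 in all and shallower than those at term, had 32.5 to 229 CPM of *CDR1*, and the WT term libraries 0.0502 to 0.174. The CF libraries before term had 1.41 to 12.5 CPM, so that a difference between sets of libraries stays open beside stage for *CDR1*. Of 61 genes with roles in lung development and morphogenesis, 50 were lower at term (camera, adjusted p = 6.74e-19). 36 had an adjusted p of 0.05 or less over all genes tested, and 41 when adjusted over the list alone. Cell cycle genes showed no common direction in this interval. Their median was 0.01 and their mean 0.04, both positive, while the camera test ranked them lower than other genes (adjusted p = 0.608). Without WT proximal term replicate 1 that adjusted p was 0.00588, and without WT proximal term replicate 2 the test pointed upward with 0.0574. Of the list, 19 cell cycle genes passed 0.05 over all genes and 18 when adjusted over the list alone. From the processes annotated in WT proximal lung, the paper states that adaptive immune genes rise and developmental genes fall between 120 days and term.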

**Fig. 1:**
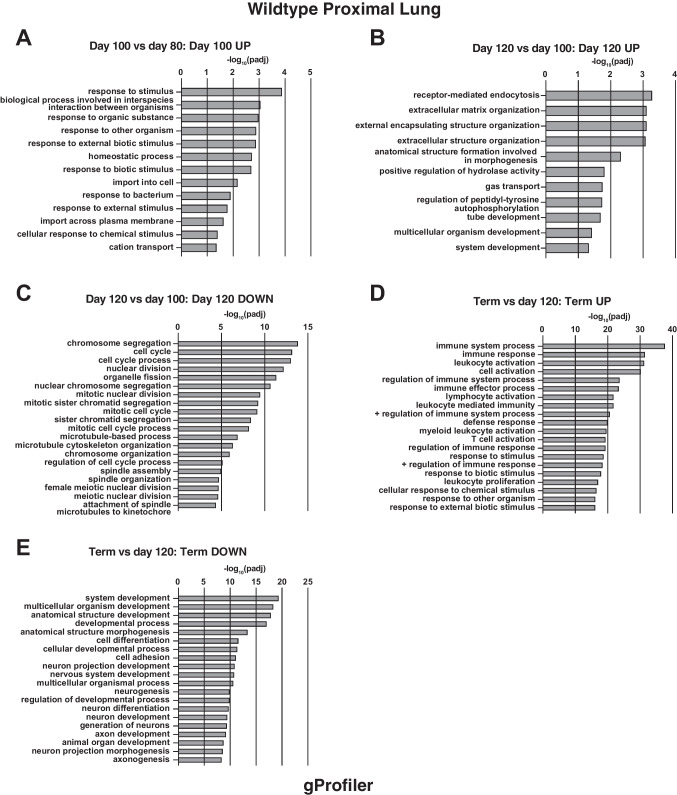
Gene ontology process enrichment analyses of differentially expressed genes between gestational time points in WT sheep proximal lung. Differentially expressed genes were filtered to enrich for genes with a fold change ≥  ± 1.5 and Benjamini–Hochberg adjusted *p*-value ≤ 0.001. Gene ontology analysis by gProfiler and the top 20 biological processes (BP) are shown. **A** BP from genes upregulated at 100 compared to 80 days; **B** BP from genes upregulated at 120 compared to 100 days; **C** BP from genes downregulated at 120 compared to 100 days; **D** BP from genes upregulated at term compared to 120 days; **E** BP from genes downregulated at term compared to 120 days

#### Distal lung

Next, comparing developmental time points in the distal lung, again there are few significant processes identified between 65 and 80 days of gestation, although between 80 and 100 days, upregulation of several solute carrier family member genes identifies solute:cation/sodium symporter activity as significant molecular functions and also the divalent inorganic cation homeostasis biological processes, albeit with a modest p-value (Fig. 2A). 

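In WT distal lung, 0 genes were DEGs by edgeR's quasi-likelihood test between 65 and 80 days and 0 between 80 and 100 days, with 730 and 2321 genes at an unadjusted p below 0.05. DESeq2 called 18 and 272 genes at these limits and glmTreat 11 and 105. Among 278 solute carrier genes, those with symbols beginning with SLC, 6 were higher and 1 lower at 100 than at 80 days at an unadjusted p of 0.001 or less. Of these, 5 passed glmTreat, *SLC1A1* among them. At an adjusted p of 0.05, 5 were higher. The median log2 fold change of all solute carrier genes was -0.02.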

Comparing 120- and 100-day gestation, gProfiler identified negative regulation of cell motility and migration, and significant upregulation of genes involved in blood vessel morphogenesis processes, although again these are driven by a small number of genes and a statistically significant though marginal *p*-value (Fig. 2B). 

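Between 100 and 120 days, 5 genes were DEGs in WT distal lung and 0 of these were higher at 120 days by edgeR's quasi-likelihood test, against 3138 genes at an unadjusted p below 0.05. DESeq2 called 465, 256 of them higher, and glmTreat 186, 105 of them higher. With any single library left out, 0 genes were called, and with the 2 libraries at 100 days summed 0. The genes with the largest falls were *COL2A1*, *SERTM1* (chromosome 10, 25111133 to 25135927) and *UCHL1* (chromosome 6, 60026212 to 60038571). *COL2A1* changed by -6.20 (standard error 0.37, adjusted p = 3.59e-04), *SERTM1* by -3.24 (standard error 0.17, adjusted p = 3.21e-04) and *UCHL1* by -2.87 (standard error 0.18, adjusted p = 3.59e-04), and without WT distal day 120 replicate 1 their adjusted p was 0.0109. Of 34 genes of blood vessel formation, 32 were higher at 120 days, with a median log2 fold change of 0.58 (camera, adjusted p = 2.54e-14). 4 had an adjusted p of 0.05 or less over all genes tested and 20 when adjusted over the list alone. From 80 to 100 days the same list had a median of 0.28 (camera, adjusted p = 0.00763), with 3 genes past 0.05 over all genes and 15 when adjusted over the list alone. Without WT distal day 80 replicate 1 the adjusted p of that earlier interval was 0.0653.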

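DEGs between 120 days and term in WT distal lung numbered 210, with 114 higher at term. DESeq2 called 2533. The count fell to 10 without either 120-day replicate and rose to 1101 without WT distal term replicate 1. The largest rises were in *MARCO*, *SCGB1A1* (chromosome 21, 40088778 to 40092079) and the B cell gene *CR2* (chromosome 12, 4721253 to 4771729). *SCGB1A1*, which encodes a protein of airway club cells, went from 0.403 ± 0.145 to 903 ± 727 CPM (SD, n = 2), a log2 fold change of 11.21 (standard error 0.97, adjusted p = 3.61e-04), and *CR2* rose by 8.66 (standard error 0.94, adjusted p = 8.17e-04). Without WT distal day 120 replicate 2 the adjusted p of *SCGB1A1* was 0.007 and that of *CR2* 0.011. The largest falls were -8.69 for *CDR1*, -6.71 for *ALAS2* (chromosome X, 47831369 to 47858464) and -5.43 for *HBM* (chromosome 24, 149337 to 150168), the last 2 being genes of red cell precursors.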

As seen in the proximal lung, more substantial changes in gene expression are seen between 120 days and term (Table S1). Multiple genes with a role in immune response processes are upregulated during this time interval, including both the innate and adaptive immune responses, also the inflammatory response (gProfiler, Fig. 2C, DAVID, Fig. S4). 

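Of 49 adaptive immune genes, 43 were higher at term in WT distal lung, with a median log2 fold change of 1.40 (camera, adjusted p = 1.3e-05). 18 passed an adjusted p of 0.05 over all genes tested and 21 when adjusted over the list alone. The innate and myeloid list had a median of 2.52, with 39 of 39 genes higher (camera, adjusted p = 1.58e-18), 31 of them past 0.05 over all genes and 34 when adjusted over the list alone. For the inflammatory list, with 41 of 46 genes higher, the median was 1.07 (camera, adjusted p = 1.18e-07), and 26 and 31 genes passed 0.05 over all genes and when adjusted over the list alone. Leaving out 1 library kept the adjusted p of all 3 lists at or below 7.97e-04.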

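In the same interval, 49 of 62 developmental genes were lower at term in WT distal lung (camera, adjusted p = 2.7e-14). 36 had an adjusted p of 0.05 or less over all genes tested and 40 when adjusted over the list alone. Cell cycle genes had a median of -0.08 (camera, adjusted p = 0.159), and 18 and 17 of them passed over all genes and when adjusted over the list alone. Without WT distal term replicate 1 the adjusted p of the cell cycle list was 5.78e-07, and without WT distal term replicate 2 the test pointed upward with 0.158. From the WT distal comparisons, the paper states that immune response genes rise at term and developmental genes fall.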

Among downregulated genes are many involved in developmental and morphogenetic processes (gProfiler, Fig. 2D).

**Fig. 2:**
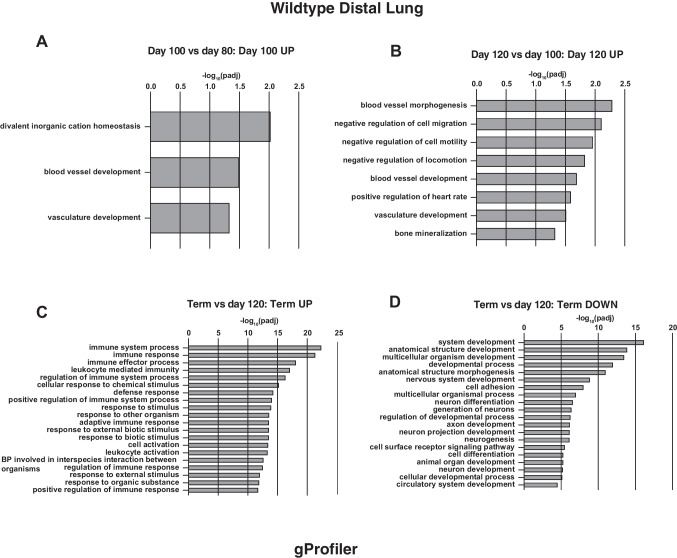
Gene ontology process enrichment analyses of differentially expressed genes between gestational time points in WT sheep distal lung. Analysis methods as described in Fig. 1. **A** BP from genes upregulated at 100 compared to 80 days; **B** BP from genes upregulated at 120 compared to 100 days; **C** BP from genes upregulated at term compared to 120 days; **D** BP from genes downregulated at term compared to 120 days

### Differentially expressed genes through gestation in *CFTR*^*−/−*^ sheep proximal and distal lung

Next, we conducted equivalent pairwise comparisons of DEGs between each time point of gestation in *CFTR*^*−/−*^ sheep lungs using the same filters of *p*-value ≤ 0.001 and log_2_fold change of ± 0.58 (± 1.5 fold change) (Table S2). Again, proximal and distal lung samples were evaluated separately, and we compared 65 days to 80 days, 80 days to 100 days, 100 days to 120 days, and 120 days to term. For each sample set, gene ontology process enrichment analysis was performed on the DEGs to identify upregulated and downregulated processes across gestation.

#### Proximal lung

As for the WT animals, before 100 days, few gene ontology processes were identified between time points, perhaps in part due to the divergence of individual replicates (Fig. S2A). However, some DEGs of specific biological interest in lung function were identified and will be discussed later. 

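The quasi-likelihood test of edgeR called 0 DEGs between 65 and 80 days and 0 between 80 and 100 days in CF proximal lung, where 221 and 772 of 19690 genes had an unadjusted p below 0.05. DESeq2 called 10 and 23 genes and glmTreat 8 and 10. The spread between replicates, as the biological coefficient of variation edgeR estimates over all genes, was 0.49 in CF proximal, 0.25 in WT proximal, 0.33 in CF distal and 0.27 in WT distal lung. Of 23 heat shock and immediate early genes, which respond to handling of tissue, 17 were higher at 80 than at 65 days, with a median log2 fold change of 0.20 (camera, adjusted p = 1.71e-06). The rotation test did not call them (fry, adjusted p = 0.164), and 0 had an adjusted p of 0.05 or less over all genes tested, 3 when adjusted over the list alone. The paper proposes that the divergence of replicates explains in part why few processes were found.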

Comparing 100- to 80- day gestation, as for WT proximal lung at the same time points, cation symporter is a molecular function identified by both gProfiler and DAVID, although apart from *SLC1A1*, the upregulated solute carrier genes are different in WT and CF animals. 

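*SLC1A1* (chromosome 2, 72318327 to 72393056) rose between 80 and 100 days from 2.19 ± 0.422 to 26.1 ± 4.18 CPM (SD, n = 2) in WT proximal lung, a log2 fold change of 3.55 (standard error 0.30, adjusted p = 0.00151). In CF proximal lung it rose from 3.62 ± 1.60 to 37.2 ± 13.1 CPM, by 3.38 (standard error 0.55, adjusted p = 0.976), and neither passed the adjusted limit. By glmTreat at an unadjusted p of 0.001 or less, 6 of 279 solute carrier genes were higher in WT and 2 of 308 in CF, and *SLC1A1* was the only one in both sets. Over all solute carrier genes tested, the median log2 fold change was -0.06 in WT and 0.01 in CF.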

Contrasting 120- to 100-day gestation, gene ontology molecular functions annotated from upregulated genes were divergent in *CFTR*^*−/−*^ animals from those seen in WT animals. 

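Between 100 and 120 days in CF proximal lung, edgeR's quasi-likelihood test called 0 DEGs, with 1514 genes at an unadjusted p below 0.05 and a smallest adjusted p of 0.0191. DESeq2 called 137 genes and glmTreat 60, 45 of them higher. The difference between CF and WT in this change was tested directly as an interaction. It held for 0 of 20344 genes, with 588 at an unadjusted p below 0.05 and a smallest adjusted p of 0.98, while DESeq2 called 2 and glmTreat 8. Leaving out CF proximal day 120 replicate 1 raised the interaction count to 57.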

In the *CFTR*^*−/−*^ animals, oxidoreductase and aldehyde oxidase molecular functions were identified, albeit driven by very few genes (including aldehyde oxidase 1, *AOX1*). Also of interest was the upregulation of genes involved in the innate immune response and anti-inflammatory response, which are included in the cellular compartment defined as extracellular space. These genes include surfactant proteins (*SFTPA1*, which is also upregulated in WT lung at this stage, and *SFTPD*), secretoglobins (*SCGB1A1*), and the PLUNC/BPI fold containing family B member 1 (*BPIFB1*). However, prior to 120 days, no significant gene ontology biological processes are called, only molecular functions. 

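*AOX1* (chromosome 2, 201799725 to 201869143) went from 59.5 ± 9.62 to 227 ± 78.9 CPM (SD, n = 2) in CF proximal lung, a log2 fold change of 1.94 (standard error 0.31, adjusted p = 0.158). In WT it went from 85.8 ± 11.6 to 277 ± 68.9 CPM, a log2 fold change of 1.71 (standard error 0.22, adjusted p = 0.007). The interaction gave 0.24 (standard error 0.37, adjusted p = 1).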

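*SFTPA1* (chromosome 25, 35170066 to 35174178) rose from 21.5 ± 0.748 to 1397 ± 281 CPM (SD, n = 2) between 100 and 120 days in CF proximal lung, a log2 fold change of 6.04 (standard error 0.82, adjusted p = 0.0951). In WT it rose by 3.71 (standard error 0.29, adjusted p = 8.8e-04), and without WT proximal day 100 replicate 1 that adjusted p was 0.0223. Neither rise was separable from the other (interaction 2.33, adjusted p = 1). *SFTPD* (chromosome 25, 35060767 to 35150456) changed by 2.40 (standard error 0.40, adjusted p = 0.181) in CF and by 1.01 (standard error 0.34, adjusted p = 0.181) in WT. *SCGB1A1* had 20.5 and 93.4 CPM in the 2 CF replicates at 120 days after 0.869 ± 0.420 CPM at 100 days, a log2 fold change of 6.06 (standard error 0.92, adjusted p = 0.145). In WT its change was 0.57, and without WT proximal day 120 replicate 1 it was -8.45, since the other replicate had no read. *BPIFB1* (chromosome 13, 62072314 to 62112501) had 6.79 and 31.3 CPM in the CF replicates, a log2 fold change of 6.77 (standard error 1.20, adjusted p = 0.185). Its WT change was 1.64, and -0.62 without WT proximal day 120 replicate 1.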

Lastly, comparing term to 120 days in *CFTR*^*−/−*^ animals, the most upregulated gene (log_2_fold change > 9) is the macrophage receptor with collagenous structure (*MARCO*), a key component in innate antimicrobial immunity. However, there are many fewer DEGs between these two time points in the CF animals (~ 150) compared to WT (~ 1000). 

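*MARCO* rose from 0.00985 ± 0.0139 to 6.97 ± 0.328 CPM (SD, n = 2) between 120 days and term in CF proximal lung, a log2 fold change of 9.19 (standard error 1.45, adjusted p = 0.0601). It ranked 5 by log2 fold change among the 19690 genes tested, and 1 among the 44 genes that glmTreat called higher at an unadjusted p of 0.001. The reads at 120 days came from 1 fragment in both libraries together, and the ratio of term to 120 days after scaling for depth was 655, with an exact 95% interval for counting error alone of 118 to 25858. At term the WT proximal replicates had 281 ± 35.7 CPM, and CF against WT gave a log2 fold change of -5.33 (standard error 0.65, adjusted p = 0.00135).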

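Between 120 days and term, 0 genes were DEGs in CF proximal lung by edgeR's quasi-likelihood test, with 2967 at an unadjusted p below 0.05. DESeq2 called 427 and glmTreat 161 in CF, against 940 by glmTreat in WT. With both genotypes in one fit, and so the same estimate of the spread, CF had 65 and WT 65. In counts simulated with the spread of each fit, where 200 genes were given a log2 change of 2, the same test found 0 of them in CF and 135 in WT proximal lung. The interaction of genotype with this interval held for 9 genes, 9 of them with a lower change in CF. DESeq2 called 376 and glmTreat 238 for the interaction, and edgeR's count went from 0 without WT proximal day 120 replicate 1 to 107 without CF proximal day 120 replicate 1. The largest interactions were in genes of cell division, *KIF2C* (chromosome 1, 19182315 to 19200422), *CDC20* (chromosome 1, 17804941 to 17808915) and *KIFC1* (chromosome 20, 7641898 to 7656392). For *KIF2C* the interaction was -4.31 (standard error 0.44, adjusted p = 7.3e-04), and without WT proximal day 120 replicate 2 its adjusted p was 0.0129.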

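39 of 39 innate and myeloid genes were higher at term than at 120 days in CF proximal lung, with a median log2 fold change of 1.57 (camera, adjusted p = 2.02e-18). 0 of them had an adjusted p of 0.05 or less over all genes tested, and 18 when adjusted over the list alone. Adaptive immune genes had a median of 1.82, 44 of 50 of them higher (camera, adjusted p = 9.02e-14), with 0 past 0.05 over all genes and 17 when adjusted over the list alone. The genotypes did not differ in the adaptive immune change (camera on the interaction, median 0.18, adjusted p = 0.412). That adjusted p was 0.00304 without CF proximal term replicate 1, and the direction turned without CF proximal day 120 replicate 1 or CF proximal term replicate 2 (0.521 and 0.138). Of the list, 1 gene passed in the interaction over all genes and 1 when adjusted over the list alone. Developmental genes fell in CF, with a median of -0.59 over 64 genes (camera, adjusted p = 8.87e-05), but not without CF proximal day 120 replicate 1 (adjusted p = 0.296), and 0 and 1 of them passed over all genes and when adjusted over the list alone. For cell cycle genes in CF the median was -1.11, 81 of 92 lower (camera, adjusted p = 3.17e-39), with 23 past 0.05 over all genes and 51 when adjusted over the list alone. The paper states that regulation of the immune system is called as a process in CF proximal lung.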

Regulation of immune system is called as a significant process by gProfiler when comparing these timepoints (Fig. 3A), although few processes are called by DAVID.

**Fig. 3:**
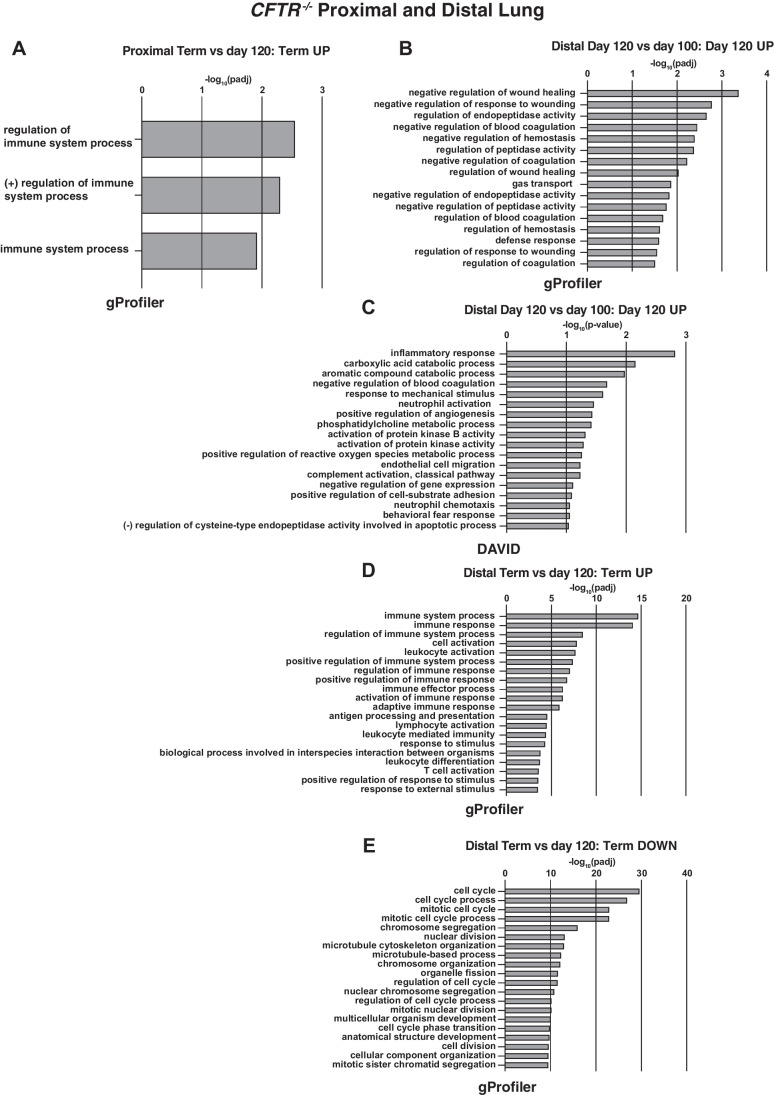
Gene ontology process enrichment analyses of differentially expressed genes between gestational time points in *CFTR*^*−/−*^ sheep proximal and distal lung. Analysis methods as described in Fig. 1. **A** BP from genes upregulated at 120- compared to 100 days in proximal lung; **B** BP from genes upregulated at 120 compared to 100 days in distal lung by gProfiler; **C** BP from genes upregulated at 120 compared to 100 days in distal lung by DAVID; **D** BP from genes upregulated at term compared to 120 days in distal lung by gProfiler; **E** BP from genes downregulated at term compared to 120 days in distal lung by gProfiler

#### Distal lung

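At these limits, edgeR's quasi-likelihood test called 0 of 19508 genes between 65 and 80 days in CF distal lung, where 3397 had an unadjusted p below 0.05 and the smallest adjusted p was 0.171. DESeq2 called 45 genes, glmTreat 20, and an adjusted p of 0.05 passed 0. Heat shock and immediate early genes had no common direction (camera, adjusted p = 0.793). The test and the mean of 0.15 pointed upward and the median of -0.19 downward, and 0 of these genes passed 0.05 over all genes and 2 when adjusted over the list alone. Without CF distal day 65 replicate 1 the test pointed downward as well (adjusted p = 0.945).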

First comparing *CFTR*^*−/−*^ distal lung between 80 and 65 days, only ~ 20 genes met the stringent filter of ± 1.5 fold change (log_2_ ± 0.58) and an adjusted *p*-value ≤ 0.001 and so gene ontology analysis was not fruitful. However, robust upregulation of both *SFTPB* and *SFTPD* was of significant interest (Table S2). 

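*SFTPB* (chromosome 3, 57216253 to 57228146) rose from 35.0 ± 1.37 to 162 ± 10.0 CPM (SD, n = 2) between 65 and 80 days in CF distal lung, a log2 fold change of 2.23 (standard error 0.32, adjusted p = 0.171). *SFTPD* rose from 3.20 ± 0.582 to 14.4 ± 7.24 CPM, by 2.19 (standard error 0.34, adjusted p = 0.171). In WT distal lung the changes were 2.21 (standard error 0.38, adjusted p = 0.39) for *SFTPB* and 2.55 (standard error 0.50, adjusted p = 0.537) for *SFTPD*.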

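Between 80 and 100 days in CF distal lung, edgeR's quasi-likelihood test called 0 DEGs, and 789 genes had an unadjusted p below 0.05. DESeq2 called 49 and glmTreat 34, and the smallest adjusted p was 0.057. Of 306 solute carrier genes, 2 were higher by glmTreat at an unadjusted p of 0.001 or less, *SLC1A1* among them. It went from 1.87 ± 1.11 to 21.1 ± 8.03 CPM (SD, n = 2), a log2 fold change of 3.47 (standard error 0.60, adjusted p = 0.185).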

Comparing 100 and 80 days, only ~ 30 genes passed the filter and these again called the cation symporter molecular function. The comparison of 120 and 100 days was more fruitful with ~ 140 DEGs, and from the upregulated genes, gProfiler annotated negative regulation of response to wounding, negative regulation of endopeptidase activity and of coagulation, and also enhancement of both gas transport and defense response (Fig. 3B). 

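DEGs between 100 and 120 days in CF distal lung numbered 2, against 2311 genes with an unadjusted p below 0.05. They were *C3*, which rose, and *COL2A1*, with a log2 fold change of -7.12 (standard error 0.49, adjusted p = 9.87e-04), and with any single library left out neither was called. The adjusted p of *COL2A1* was then at most 0.018. DESeq2 called 363 genes, 199 of them higher, glmTreat 144, 85 of them higher, and an adjusted p of 0.05 passed 181. In simulated counts with the spread of this fit, the test found 29 of 200 genes with a log2 change of 2, and 159 at an adjusted p of 0.05. The genes of red blood cells, which include those for gas transport, had a median log2 fold change of 0.68 over 16 genes (camera, adjusted p = 0.0674), 0.0245 without CF distal day 100 replicate 2 and 0.444 without CF distal day 120 replicate 2. Of these, 0 had an adjusted p of 0.05 or less over all genes tested and 0 when adjusted over the list alone.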

Upregulated DEGs associated with the defense response included *CXCL8* (encoding the chemokine IL-8), kininogen (*KNG1*), chitinase 3-like 1 (*CHI3L1*), complement C4A (*LOC101123672*), and WAP four-disulphide core domain-1 (*WFDC1*). 

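*KNG1* (chromosome 1, 198549607 to 198575210) rose from 0.642 ± 0.237 to 9.15 ± 4.07 CPM (SD, n = 2) in CF distal lung, a log2 fold change of 3.82 (standard error 0.62, adjusted p = 0.0321). *CHI3L1* (chromosome 12, 352222 to 365563) rose from 1.99 ± 0.221 to 12.4 ± 2.65 CPM, by 2.63 (standard error 0.36, adjusted p = 0.0194). *LOC101123672* (chromosome 20, 26412306 to 26427047), annotated by the paper as *C4A*, went from 12.2 ± 1.86 to 49.3 ± 10.5 CPM, a change of 1.99 (standard error 0.27, adjusted p = 0.0172). *WFDC1* (chromosome 14, 9998494 to 10027676) changed by 1.72 (standard error 0.30, adjusted p = 0.0385). *CXCL8* (chromosome 6, 88387523 to 88391000) changed by 4.90 (standard error 0.93, adjusted p = 0.051). None of the 5 passed an adjusted p of 0.001, and all 5 passed glmTreat at the unadjusted p of the same size.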

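*WFDC2* (chromosome 13, 73766133 to 73772910) had 19.2 ± 1.27 CPM at 100 days and 81.7 ± 30.7 CPM at 120 days in CF distal lung (SD, n = 2), a log2 fold change of 2.07 (standard error 0.32, adjusted p = 0.0275). In WT distal lung the change was 1.15 (standard error 0.73, adjusted p = 0.481).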

Of note, *WFDC2* is also robustly upregulated (Table S2). DAVID identifies the same gene set contributing to upregulation of the inflammatory response (excluding the *WFDC*s) (Fig. 3C). 

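As a list, inflammatory response genes rose between 100 and 120 days in CF distal lung (38 of 46 genes higher, median log2 fold change 0.74, camera adjusted p = 3.18e-13). 4 of them had an adjusted p of 0.05 or less over all genes tested and 11 when adjusted over the list alone. In WT distal lung they rose as well (34 of 46 genes higher, median log2 fold change 0.51, camera adjusted p = 0.00285), with 4 past 0.05 over all genes and 4 when adjusted over the list alone. The list holds the genes that the paper names in CF distal lung, and the count over that list is not independent evidence. Without the named genes, the list gave a median of 0.71 in CF (adjusted p = 4.1e-06) and 0.39 in WT (adjusted p = 0.0122). Over all genes tested, 0 of the remaining genes passed 0.05 in CF and 4 in WT, and 3 and 4 when adjusted over the list alone.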

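From 120 days to term in CF distal lung, 66 of 19508 genes were DEGs and 16 of these were higher at term. DESeq2 called 2426, 1366 of them higher, and glmTreat 746, 376 of them higher. The count was 0 without CF distal term replicate 2 and 136 without CF distal term replicate 1. The largest rises were in *LOC105603269* (chromosome 18, 65092150 to 65095126), *LOC101120001* (chromosome 12, 4466942 to 4474363) and the complement factor gene *CFD* (chromosome 5, 40735879 to 40738461). *CFD* rose from 7.63 ± 2.70 to 134 ± 35.8 CPM (SD, n = 2), by 4.15 (standard error 0.39, adjusted p = 7.44e-04), and *LOC105603269* and *LOC101120001* by 8.38 and 4.38. Without CF distal day 120 replicate 1 the adjusted p of *CFD* was 0.00704. *MARCO* rose by a factor of 1238, with an exact 95% interval for counting error of 222 to 48896, from 1 fragment at 120 days. The interaction of genotype with this interval held for 38 genes in distal lung, 11 of them with a larger rise or smaller fall in CF. DESeq2 called 905 and glmTreat 488 for the interaction, and edgeR's count ranged from 1 without WT distal day 120 replicate 1 to 476 without CF distal term replicate 1.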

Between 120-day gestation and term, ~ 720 genes are differentially expressed and many of the upregulated genes are components of the adaptive immune response, with multiple associated processes identified by both gProfiler (Fig. 3D) and DAVID (Fig. S5A). These include activation of lymphoid lineage cells, regulation of immune system processes, and antigen processing and presentation. 

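Adaptive immune genes were higher at term in CF distal lung (46 of 50 genes higher, median log2 fold change 2.70, camera adjusted p = 1.32e-10). 26 had an adjusted p of 0.05 or less over all genes tested and 36 when adjusted over the list alone. Innate and myeloid genes were higher too (37 of 39 genes higher, median log2 fold change 1.60, camera adjusted p = 1.74e-17), 26 past 0.05 over all genes and 29 when adjusted over the list alone. The adaptive immune change was larger in CF than in WT distal lung by a median of 0.66 (camera on the interaction, adjusted p = 0.00645), but fry gave 0.312, and without CF distal term replicate 2 the camera value was 0.412. In the interaction 1 gene passed over all genes and 1 when adjusted over the list alone.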

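The largest falls to term in CF distal lung were in *IGDCC3* (chromosome 7, 12044044 to 12087096), *KIF18B* (chromosome 11, 43997941 to 44024304) and *PRND* (chromosome 13, 46186796 to 46191344). *KIF18B*, a gene of cell division, fell from 16.1 ± 4.32 to 0.748 ± 0.151 CPM (SD, n = 2), a log2 fold change of -4.43 (standard error 0.30, adjusted p = 2.62e-04). *IGDCC3* and *PRND* changed by -7.11 and -4.28, and without CF distal term replicate 2 the adjusted p of *KIF18B* was 0.00346. Cell cycle genes fell as a list, 82 of 92 of them lower with a median of -1.35 (camera, adjusted p = 1.99e-34), and 57 passed 0.05 over all genes and 64 when adjusted over the list alone. The difference from WT in this change had a median of -1.21 (camera on the interaction, adjusted p = 8.94e-23), with 45 genes past 0.05 over all genes and 56 when adjusted over the list alone. In proximal lung it was -1.13 (adjusted p = 1.09e-33), with 38 and 49 genes. Single genes with the largest lower interaction in distal lung were *KIF18B*, *E2F7* (chromosome 3, 112589866 to 112628398) and *TROAP* (chromosome 3, 136557496 to 136564915), with -4.15, -3.72 and -3.66, and those with the largest higher interaction were *LOC105605070*, *C25H10orf10* and *CDR1*, with 7.16, 6.52 and 6.34. The adjusted p of these 6 was at most 7.85e-04 with all libraries, and rose to 0.00617 for *KIF18B* and 0.00235 for *CDR1* without WT distal day 120 replicate 2, to 0.00372 for *E2F7* and 0.00357 for *TROAP* without WT distal day 120 replicate 1, and to 0.00351 for *LOC105605070* and 0.00522 for *C25H10orf10* without WT distal term replicate 1. Developmental genes fell in CF distal lung by a median of -0.77, 50 of 63 lower (camera, adjusted p = 7.34e-07), with 23 past 0.05 over all genes and 27 when adjusted over the list alone. Their interaction was not called (adjusted p = 0.537), the test pointing upward and the median of -0.04 and mean of -0.09 downward, and 6 and 9 genes passed over all genes and when adjusted over the list alone. In proximal lung the developmental interaction had a median of 0.15 (adjusted p = 0.00652), and 0.403 without CF proximal day 120 replicate 2, with 1 and 2 genes past 0.05. From the CF distal time course, the paper states that adaptive immune processes rise at term and cell cycle genes fall.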

Among downregulated genes at term compared to 120 days are many involved in the cell cycle (gProfiler, Fig. 3E, DAVID Fig. S5B).

### Differentially expressed genes comparing WT and *CFTR*^*−/−*^ animals at each time point

Next, we compared the gene expression profiles of tissue samples from *CFTR*^*−/−*^ animals to WT animals at each time point (Table S3), identified DEGs with the same filters as used above and then performed gene ontology process enrichment analysis.

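CF was compared with WT in 1 fit of the 20 libraries of a region, over 20344 genes in proximal and 20084 in distal lung. In proximal lung edgeR's quasi-likelihood test called 0 DEGs at each of 65, 80, 100 and 120 days, and 69 at term. Genes with an unadjusted p below 0.05 numbered 2528, 2160, 2639 and 3483 at the 4 earlier time points. DESeq2 called 112, 98, 172 and 327 there, and glmTreat 74, 71, 83 and 145. Before term each CF library had more reads than every WT library. With counts thinned to the depth of the shallowest library, the 10 comparisons of both regions together gave 375 DEGs, against 417 at full depth. Of the 417, 69 in proximal and 251 in distal lung came from term, where depths are alike.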

#### Proximal lung

Upregulated genes in the *CFTR*^*−/−*^ lungs compared to WT at 65 days contribute to multiple development processes, although *p*-values were generally low and so the data are not presented in figures herein. Among these, upregulated genes (Table S3) are insulin like growth factor binding protein 5 (*IGFBP5*) and myocardin (*MYOCD*) both of which regulate aspects of smooth muscle cell replication, differentiation, and migration, in addition to other functions. 

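At 65 days *IGFBP5* (chromosome 2, 217641544 to 217664673) had 684 ± 91.3 CPM in CF and 183 ± 38.8 CPM in WT proximal lung (SD, n = 2), a log2 fold change of 1.90 (standard error 0.22, adjusted p = 0.0107). *MYOCD* (chromosome 11, 30646505 to 30735045) had 28.5 ± 2.39 CPM in CF and 5.74 ± 1.57 CPM in WT, a log2 fold change of 2.31 (standard error 0.36, adjusted p = 0.0215). Both replicates of CF lay above both of WT for each gene, and neither gene passed the adjusted limit of 0.001.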

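*SSC5D* (chromosome 14, 59150134 to 59172535) had 32.2 ± 18.0 CPM in CF and 7.72 ± 1.50 CPM in WT proximal lung at 80 days (SD, n = 2), a log2 fold change of 2.06 (standard error 0.43, adjusted p = 0.0849). For *ECM1* (chromosome 1, 99312554 to 99318004) the values were 23.7 ± 0.650 CPM in CF and 7.37 ± 0.118 CPM in WT, a log2 fold change of 1.69 (standard error 0.32, adjusted p = 0.0658). *ITGA7* (chromosome 3, 163257841 to 163281404) differed by 1.59 (standard error 0.24, adjusted p = 0.0326). None of the 3 reached an adjusted p of 0.001.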

At 80 days, higher expression in *CFTR*^*−/−*^ lungs than WT of scavenger receptor cysteine-rich family member with 5 domains (*SSC5D*), extracellular matrix protein 1 (*ECM1*), and integrin subunit alpha 7 (*ITGA7*) predicts extracellular matrix (ECM) binding as a molecular function in gProfiler. SSC5D is active in the ECM where it has multiple functions in laminin and fibronectin binding in addition to scavenger receptor activity (Miro-Julia et al. 2011). It has an important role in defense response since it binds to pathogen-associated molecular patterns (PAMs) on the cell walls of bacteria and fungi (Bessa Pereira et al. 2016). Also, at 80 days, a significant reduction in expression of the chemokines CXCL10 and CXCL11 is observed in *CFTR*^*−/−*^ lungs, although in the absence of differential expression of other chemokines, the importance of this observation is unclear. 

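*CXCL10* (chromosome 6, 90454437 to 90456790) had 13.3 ± 4.80 CPM in CF and 83.3 ± 33.5 CPM in WT proximal lung at 80 days (SD, n = 2), a log2 fold change of -2.65 (standard error 0.53, adjusted p = 0.0667). *CXCL11* (chromosome 6, 90473484 to 90475349) had 0.584 ± 0.0162 CPM in CF and 3.83 ± 0.0598 CPM in WT, a log2 fold change of -2.71 (standard error 0.58, adjusted p = 0.0855). These are 2828 and 1990 reads of *CXCL10* and 100 and 129 of *CXCL11* in the WT replicates.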

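At an adjusted p of 0.05, 78 genes differed between CF and WT proximal lung at 100 days and 275 at 120 days, and the smallest adjusted p was 0.0141 and 0.0168. Without CF proximal day 120 replicate 1, 529 genes were DEGs at the adjusted limit of 0.001, against 0 with both CF replicates.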

The ~ 80 and ~ 140 DEGs between *CFTR*^*−/−*^ and WT lungs at 100 and 120 days respectively did not identify any significant processes in either gProfiler or DAVID. However, it was notable that secretoglobin family 1A member 1 (*SCGB1A1*) was among the most differentially upregulated genes in *CFTR*^*−/−*^ compared to WT proximal lungs at 120 days. 

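*SCGB1A1* had 20.5 and 93.4 CPM in the CF replicates and 2.53 and 0 CPM in the WT replicates at 120 days, a log2 fold change of 5.50 (standard error 1.23, adjusted p = 0.0497). As a whole list, genes of airway secretory cells were higher in CF as well (12 of 13 genes higher, median log2 fold change 2.06, camera adjusted p = 0.00387), but the direction turned without CF proximal day 120 replicate 2. Of this list, 1 gene passed 0.05 over all genes and 1 when adjusted over the list alone. Cartilage genes differed in the same direction (11 of 14 genes higher, median log2 fold change 1.09, camera adjusted p = 0.00158), 1 past 0.05 over all genes and 4 when adjusted over the list alone, and without CF proximal day 120 replicate 2 their adjusted p was 0.43. Genes of ciliated cells did not differ with both replicates (median 0.51, adjusted p = 0.522), but were lower in CF without CF proximal day 120 replicate 2 (adjusted p = 0.042) and higher without replicate 1 (adjusted p = 0.0335), and 0 and 0 of them passed over all genes and when adjusted over the list alone.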

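69 of 20344 genes were DEGs between CF and WT proximal lung at term, 19 of them higher in CF. DESeq2 called 881 and glmTreat 416, and the count was 4 without CF proximal term replicate 2 and 165 without CF proximal term replicate 1. The largest positive differences were in *LOC105605070* (chromosome 25, 43974483 to 43976399), *C25H10orf10* (chromosome 25, 43973029 to 43974695) and *SLC38A3* (chromosome 19, 50095554 to 50102438), with 6.66 (standard error 0.72, adjusted p = 2.29e-04), 6.30 (standard error 0.67, adjusted p = 2.23e-04) and 4.81 (standard error 0.62, adjusted p = 7.13e-04). The first 2 of these genes share 213 bases, so that it is uncertain which of them the reads came from, and without WT proximal term replicate 1 the adjusted p of *LOC105605070* was 0.00587. The largest negative were in *LOC101108787* (chromosome 1, 71319850 to 71434687), *LOC101102473* (chromosome 3, 204348102 to 204349257) and *DEPDC1* (chromosome 1, 43691279 to 43716140), with -3.87, -3.85 and -3.74. Hypoxia response genes were higher in CF (41 of 46 genes higher, median log2 fold change 1.74, camera adjusted p = 2.58e-13), 19 past 0.05 over all genes and 31 when adjusted over the list alone, and fry did not call them (adjusted p = 0.0736). Developmental genes were higher by a median of 0.16 (camera, adjusted p = 0.0233), 3 past 0.05 over all genes and 3 when adjusted over the list alone, but not without CF proximal term replicate 1 (adjusted p = 0.608). Angiogenesis genes differed by a median of 0.73 (camera, adjusted p = 4.97e-09), 8 past 0.05 over all genes and 14 when adjusted over the list alone. Innate and myeloid genes were lower in CF by a median of -1.56 (adjusted p = 5.12e-15), 14 past 0.05 over all genes and 25 when adjusted over the list alone. Adaptive immune genes had a median of 0.32 (adjusted p = 0.403), 3 past 0.05 over all genes and 3 when adjusted over the list alone, and the direction turned without CF proximal term replicate 2 (adjusted p = 0.0295).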

At term, the ~ 400 DEGs between *CFTR*^*−/−*^ and WT predict multiple highly significant biological processes, with anatomical structure development/ morphogenesis having the highest *p*-values, but response to hypoxia and related processes also reaching statistical significance. Among upregulated genes driving the hypoxia signature are Egl-9 family hypoxia inducible factor 3 (*EGLN3*), a cellular oxygen sensor that hydroxylates proline residues in hypoxia inducible factor 1 subunit alpha (HIF1A) and other targets (Kaelin and Ratcliffe 2008). 

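*EGLN3* (chromosome 18, 43235038 to 43264406) had 63.6 and 635 CPM in the CF and 9.38 and 8.83 CPM in the WT term replicates of proximal lung, a log2 fold change of 5.26 (standard error 0.85, adjusted p = 0.00325). In distal lung it had 68.9 and 701 CPM in CF and 9.57 and 11.8 CPM in WT, a log2 fold change of 5.17 (standard error 0.88, adjusted p = 0.00175).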

Upregulation of hypoxia-related genes was identified in both *CFTR*^*−/−*^ animals analyzed at term, although more dramatically in one of them (Table S3). 

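Taken 1 CF animal at a time, the median difference of 46 hypoxia genes from the WT mean was 0.24 in replicate 1 and 2.38 in replicate 2 of proximal lung, with 25 and 42 genes above both WT replicates. In distal lung the medians were 0.39 and 2.50, with 27 and 40 genes above both. The estimated correlation between genes of this list was 0.552 in proximal and 0.563 in distal lung. With it, camera gave adjusted p values of 0.206 and 0.242 for both replicates together, and fry gave 0.0736 and 0.0462.

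**Figure D1:**
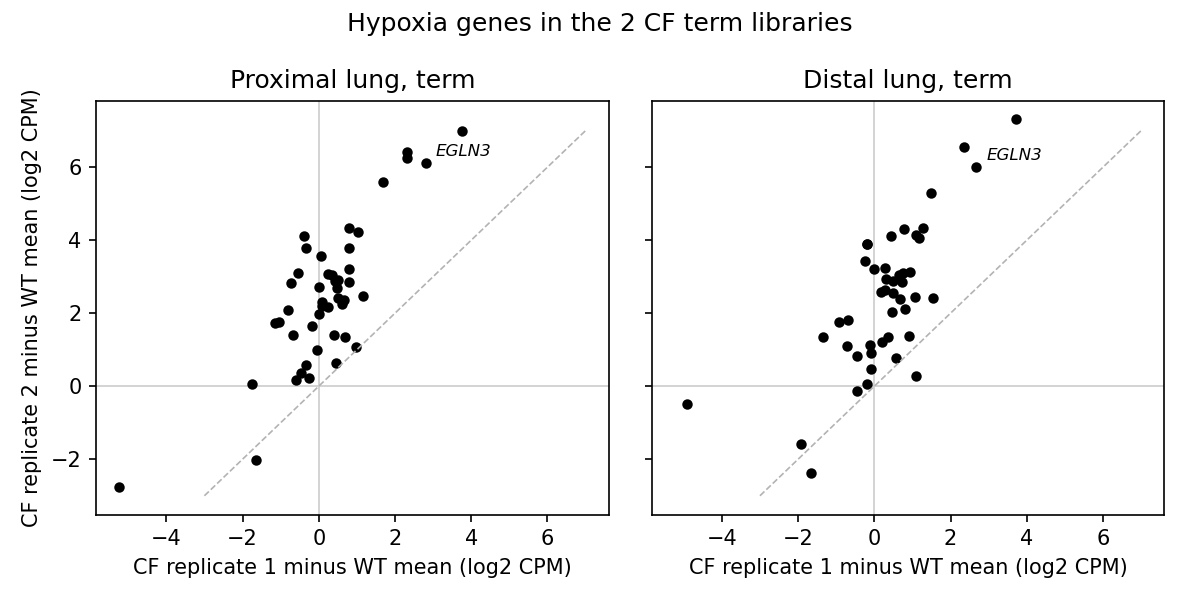
Difference in log2 CPM from the WT term mean for each of 46 hypoxia genes, in CF replicate 1 (horizontal) and CF replicate 2 (vertical). The dashed line marks equal differences.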

Cell cycle/cell division and microtubule cytoskeleton organization were among annotated processes from the downregulated genes in the *CFTR*^*−/−*^ animals compared to WT at term.

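Cell cycle genes were lower in CF than in WT at term, by a median of -1.04 over 92 genes in proximal lung (camera, adjusted p = 2.34e-44), 49 past 0.05 over all genes and 58 when adjusted over the list alone. From 120 days to term their mean log2 CPM went from 4.35 to 4.38 in WT and from 4.36 to 2.98 in CF proximal lung. In distal lung it went from 4.45 to 4.30 in WT and from 4.47 to 3.06 in CF.

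**Figure D2:**
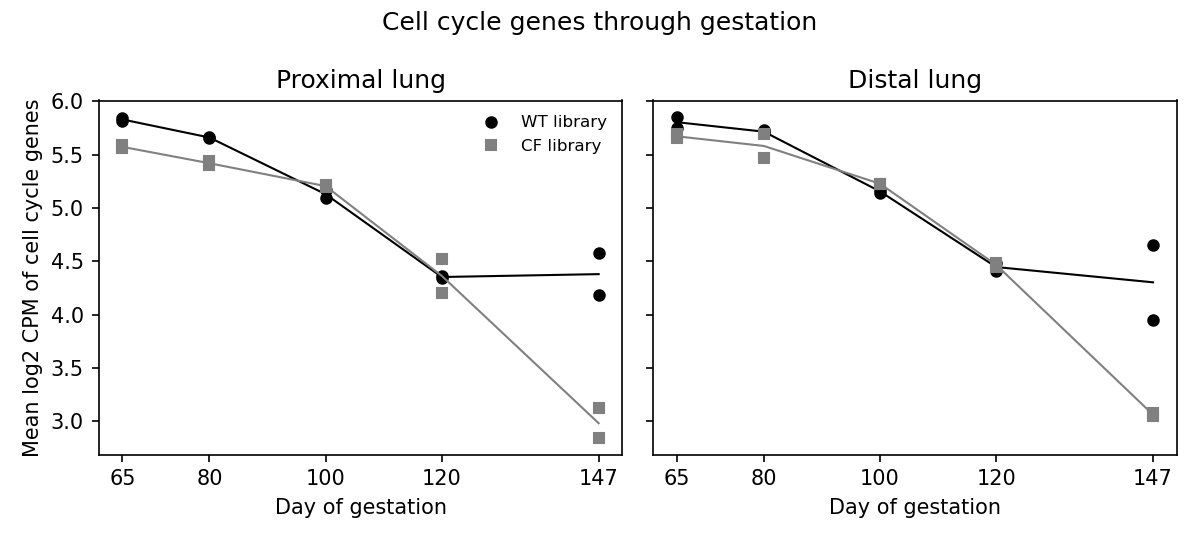
Mean log2 CPM of 92 cell cycle genes in each library through gestation, with lines through the mean of 2 replicates.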

#### Distal lung

The ~ 250 DEGs between *CFTR*^*−/−*^ and WT animals at 65 days gestation did not identify significant processes of interest by gProfiler or DAVID. Similarly at 80 days gestation, although potassium channel activity was identified from upregulated genes in the *CFTR*^*−/−*^ animals by both enrichment analysis tools, the *p*-values were low and were associated with small (though statistically significant) changes in expression of a few genes including potassium voltage-gated channel subfamily members (*KCNH2* and *KCND3*). In contrast by 100 days gestation, the ~ 230 DEGs between *CFTR*^*−/−*^ and WT animals resulted in annotation of ion transport processes by gProfiler based on the significantly upregulated genes in the *CFTR*^*−/−*^ animals. 

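At 65 days in distal lung, 16 genes were DEGs, 14 of them higher in CF. DESeq2 called 601, glmTreat 255 and the limit of 0.001 on the unadjusted p 673, and with 1 library left out the count was 0 to 1. The largest differences were in *GGT5* (chromosome 17, 70693903 to 70702739), *CCDC64* (chromosome 17, 62027606 to 62106248) and *DGKQ* (chromosome 6, 116400689 to 116409635), higher in CF by 3.17, 2.94 and 2.69, and in *CDR1*, with -4.44 (standard error 0.41, adjusted p = 2.34e-04). *CDR1* had 32.5 to 229 CPM in the 16 WT libraries before term and 1.41 to 12.5 CPM in the 16 CF libraries. The paper states that no process of interest was found at this time point.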

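At 80 days in distal lung, 33 genes were DEGs, 25 of them higher in CF, and with any single library left out none was called. DESeq2 called 641 and glmTreat 254. *KCNH2* (chromosome 4, 112896051 to 112929330) had 6.66 ± 2.29 CPM in CF and 1.70 ± 0.412 CPM in WT distal lung (SD, n = 2), a log2 fold change of 1.97 (standard error 0.33, adjusted p = 0.00416). *KCND3* (chromosome 1, 88199539 to 88422824) had 7.28 ± 1.25 CPM in CF and 1.36 ± 0.210 CPM in WT, a log2 fold change of 2.42 (standard error 0.33, adjusted p = 0.00128). The largest differences were in *LOC105605573* (chromosome X, 94388263 to 94418217), *LOC105616860* (chromosome 14, 33055531 to 33059679) and *LOC105606006* (unplaced scaffold, 3343 to 8541), higher by 4.25, 3.66 and 3.30, and in *LOC101104482* (chromosome 3, 205172733 to 205233354), *CDR1* and *LOC780463* (chromosome 19, 40028892 to 40029531), with -4.41, -3.42 and -2.47.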

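In distal lung at 100 days, 30 genes were DEGs, 23 of them higher in CF, and none was called with any single library left out. With the 2 WT libraries at 100 days summed 0 were called. DESeq2 called 610 and glmTreat 230, 184 of these higher. Of the genes called by glmTreat, 94.3% to 99.1% had the same direction at the other time points before term in either region, and 80% and 73.9% at term in proximal and distal lung. The largest positive differences besides the named channel were in *SLC34A3* (chromosome 3, 1774049 to 1779664) and *LUZP2* (chromosome 21, 19406449 to 19921652), with 3.63 and 2.89, and the largest negative in *CDR1*, *LOC106991688* (chromosome 17, 70563757 to 70565315) and *LOC780463*, with -3.90, -3.56 and -2.26.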

Multiple genes contributing to these processes include the voltage-gated calcium channel cation channel sperm associated 4 (*CATSPER4)*, anoctamin 9 (*ANO9*) a member of the calcium-activated chloride channel which may not transport chloride, the ATP binding cassette transporter family members *ABCC5* and ABCC*10*, and polycystin 1 (*PKD1*). 

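*CATSPER4* (chromosome 2, 239772064 to 239788567) had 25.7 ± 2.97 CPM in CF and 2.42 ± 0.594 CPM in WT distal lung at 100 days (SD, n = 2), a log2 fold change of 3.40 (standard error 0.38, adjusted p = 4.77e-04). *ANO9* (chromosome 21, 49517069 to 49533672) differed by 2.06 (standard error 0.40, adjusted p = 0.00989). *ABCC5* (chromosome 1, 201182726 to 201264342) differed by 1.25 (standard error 0.22, adjusted p = 0.0065). *ABCC10* (chromosome 20, 16991049 to 17010614) differed by 1.25 (standard error 0.22, adjusted p = 0.00582). *PKD1* (chromosome 24, 1604273 to 1642832) differed by 1.56 (standard error 0.25, adjusted p = 0.00335).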

At 120-day gestation, the ~ 210 DEGs did not identify any robust signatures for biological processes between the genotypes. 

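In distal lung at 120 days, 18 genes were DEGs, 13 of them higher in CF, and the count with 1 library left out was 0 to 12. DESeq2 called 572 and glmTreat 213. *MYBPC3* (chromosome 15, 75304260 to 75322007), *DNAH17* (chromosome 11, 52620827 to 52718367) and *HGFAC* (chromosome 6, 114702395 to 114708639) had the largest positive differences, 3.74, 2.62 and 2.56, and *LOC106991688*, *CDR1* and *BEX5* (chromosome X, 126013971 to 126016473) the largest negative, -3.73, -3.63 and -2.40. Genes of alveolar type 2 cells were higher in CF (12 of 13 genes higher, median log2 fold change 0.83, camera adjusted p = 4.24e-06), 5 past 0.05 over all genes and 5 when adjusted over the list alone. Genes of alveolar type 1 cells had a median of 0.16 (adjusted p = 0.713), 0 past 0.05 over all genes and 1 when adjusted over the list alone, and the direction turned without WT distal day 120 replicate 2 (0.701) or CF distal day 120 replicate 1 (0.83). Glucocorticoid response genes had a median of -0.16 (adjusted p = 0.254), 0 past 0.05 over all genes and 0 when adjusted over the list alone, and 0.0465 without CF distal day 120 replicate 1. For innate and myeloid genes the median was -0.39 (adjusted p = 0.0177), 1 past 0.05 over all genes and 0 when adjusted over the list alone, and 0.228 without WT distal day 120 replicate 1. Adaptive immune genes had a median of -0.19 but a mean of 0.02 (adjusted p = 0.302), 1 past 0.05 over all genes and 1 when adjusted over the list alone. Genes of ciliated and of airway secretory cells had medians of -0.46 and 0.21 (adjusted p = 0.323 and 0.292), with 0 and 1 genes past 0.05 over all genes and 0 and 1 when adjusted over the list alone. The ciliated direction turned without WT distal day 120 replicate 2 (0.249) or CF distal day 120 replicate 2 (0.865).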

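251 of 20084 genes were DEGs between CF and WT distal lung at term, 114 of them higher in CF. DESeq2 called 1544 and glmTreat 644, and the count was 43 without CF distal term replicate 2 and 779 without CF distal term replicate 1. *LOC105605070*, *C25H10orf10* and *ANKRD37* (chromosome 26, 14367444 to 14385958) had the largest positive differences, 7.33, 6.61 and 6.43, and the adjusted p of *ANKRD37* was at most 0.0139 with 1 library left out (WT distal term replicate 1). *ADD2* (chromosome 3, 92501511 to 92625523), *MARCO* and *PRG4* (chromosome 12, 65400357 to 65416683) had the largest negative, -5.29, -4.72 and -4.24. Hypoxia genes were higher in CF (41 of 46 genes higher, median log2 fold change 1.91, camera adjusted p = 1.09e-11), 30 past 0.05 over all genes and 33 when adjusted over the list alone. Angiogenesis genes differed by a median of 0.62 (adjusted p = 3.05e-08), 15 past 0.05 over all genes and 18 when adjusted over the list alone. For developmental genes the median was -0.04, the mean 0.00 and the direction of the test upward (adjusted p = 0.37), 12 past 0.05 over all genes and 15 when adjusted over the list alone, and the direction turned without WT distal term replicate 2 (0.674) or CF distal term replicate 1 (0.472). Cell cycle genes were lower by a median of -1.06 (adjusted p = 5.11e-33), 54 past 0.05 over all genes and 63 when adjusted over the list alone. Innate and myeloid genes had a median of -1.01 (adjusted p = 4.44e-06), 10 past 0.05 over all genes and 17 when adjusted over the list alone, and 0.0751 without CF distal term replicate 1. Adaptive immune genes had 0.90 (adjusted p = 0.00872), 4 past 0.05 over all genes and 3 when adjusted over the list alone, with the direction turned without CF distal term replicate 2 (0.821).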

As for the proximal lung, at term, the ~ 640 DEGs predict anatomical structure development, angiogenesis, and response to hypoxia among the significantly upregulated genes annotated by gProfiler and downregulated genes are associated with cell cycle-related processes in the *CFTR*^*−/−*^ animals compared to WT. Many genes contribute to all these processes and indicate a term lung that is still undergoing development but shows reduced cell division in the term *CFTR*^*−/−*^ animals.

### Developmental expression of key genes relevant to lung epithelial differentiation

We then took a targeted approach to the expression profiles of individual genes with a known role in lung development and relevance to lung physiology in CF. For each gene, normalized read counts from the RNA-seq data were graphed against developmental time point for *CFTR*^*−/−*^ and WT animals and then validated by RT-qPCR for both proximal and distal lungs (Figs. 4 and 5). We first considered ion channels: the *SCNN1A-* and *SCNN1B*-encoded subunits of the epithelial sodium channel (ENaC), (Fig. 4A–D), the calcium-activated chloride channel TMEM16A/anoctamin (*ANO1*) (Fig. 4E, F), and the solute carrier/anion exchanger *SLC26A9* which mediates chloride/bicarbonate exchange and chloride-independent bicarbonate release. Functional interactions of each of these channels with CFTR are well established (Knowles et al. 1983); (Stutts et al. 1995); (Bertog et al. 2000); (Caputo et al. 2008); (Benedetto et al. 2017). The expression of the small conductance chloride ion channel encoded by *CFTR* will be considered later. In both the proximal and distal lungs, *SCNN1A* and *SCNN1B* showed similar expression profiles with low levels at 50 and 65 days, then a gradual increase through 100 days, followed by a greater increase by 120 days, with the highest levels at term (Fig. 4A–D), consistent with the role of ENaC in the post-natal airway epithelium. 

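Mean CPM of *SCNN1A* (chromosome 3, 207717531 to 207743132) at 65, 80, 100 and 120 days and term was 1.10 ± 0.784, 2.72 ± 0.429, 3.52 ± 0.130, 13.0 ± 3.93 and 78.1 ± 25.3 in WT proximal lung (SD, n = 2) and 1.15 ± 0.415, 2.24 ± 0.897, 2.69 ± 3.34e-04, 13.1 ± 1.99 and 72.1 ± 1.95 in WT distal lung. The interval to term gave log2 fold changes of 2.58 (standard error 0.40, adjusted p = 0.00247) and 2.48 (standard error 0.30, adjusted p = 0.00135). *SCNN1B* (chromosome 24, 21058908 to 21085025) had 2.33 ± 0.423, 4.18 ± 1.04, 15.1 ± 0.818, 19.8 ± 2.67 and 249.6 ± 10.2 CPM in WT proximal and 2.87 ± 0.768, 4.16 ± 0.328, 12.5 ± 2.06, 18.1 ± 8.06 and 322 ± 51.1 CPM in WT distal lung. Its interval from 100 to 120 days gave 0.41 (standard error 0.17, adjusted p = 0.282) and 0.54 (standard error 0.31, adjusted p = 0.425), the second -0.03 without WT distal day 120 replicate 2. Day 50 was not analysed here.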

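For *SCNN1A*, CF against WT gave log2 fold changes of 0.67, -0.40 and 0.21 at 65, 80 and 100 days in proximal lung and -0.45, -0.10 and 0.51 in distal lung, with adjusted p values of 0.55 or more. Several turned in sign with 1 library left out, as in proximal lung at 100 days without CF proximal day 100 replicate 1 (-0.22). For *SCNN1B* they were 0.26, -0.51 and -0.54 in proximal and -0.43, -0.96 and -0.64 in distal lung, with adjusted p values of 0.0814 or more.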

Levels of the two subunits were similar at early time points in the WT and *CFTR*^*−/−*^ animals. However, later in gestation, *SCNN1A* expression in *CFTR*^*−/−*^ animals was noticeably lower by 120 days in the proximal lung, and in both proximal and distal lungs at term (Fig. 4A, B). 

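At 120 days in proximal lung *SCNN1A* had 16.0 and 1.93 CPM in the CF replicates and 15.8 and 10.3 CPM in the WT replicates, a log2 fold change of -0.54 (standard error 0.70, adjusted p = 0.727), which was 0.29 without CF proximal day 120 replicate 2. At term the differences were -1.20 (standard error 0.70, adjusted p = 0.373) in proximal and -1.24 (standard error 0.43, adjusted p = 0.0632) in distal lung, where CF had 34.0 ± 12.8 and 30.6 ± 4.01 CPM (SD, n = 2).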

At term, *SCNN1B* levels were also lower in both regions of the lung in *CFTR*^*−/−*^ animals (Fig. 4C, D). 

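*SCNN1B* had 45.8 ± 12.3 CPM in CF proximal and 53.5 ± 3.98 CPM in CF distal lung at term (SD, n = 2). Against WT this gave log2 fold changes of -2.45 (standard error 0.46, adjusted p = 0.0077) and -2.59 (standard error 0.31, adjusted p = 1.82e-04), the second adjusted p being 0.00375 without CF distal term replicate 2.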

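*ANO1* (chromosome 21, 46438353 to 46544132) rose from 139 ± 8.34 to 371 ± 34.2 CPM (SD, n = 2) in WT proximal and from 119 ± 6.21 to 348 ± 15.7 CPM in WT distal lung between 120 days and term, or 2.67-fold and 2.94-fold. In CF it had 109.8 ± 12.8 and 107 ± 18.0 CPM at term, log2 fold changes of 0.16 (standard error 0.24, adjusted p = 0.822) and 0.16 (standard error 0.19, adjusted p = 0.562), which were -0.06 without CF proximal day 120 replicate 1 and -0.03 without CF distal term replicate 1. The interaction was -1.22 (standard error 0.28, adjusted p = 0.0435) in proximal and -1.39 (standard error 0.29, adjusted p = 0.00934) in distal lung. At 65 days CF was above WT, by 1.39 (standard error 0.20, adjusted p = 0.0211) and 1.52 (standard error 0.21, adjusted p = 0.00145).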

*ANO1* expression increased gradually through gestation, but a ~ threefold increase in normalized read counts between 120 days and term was only seen in WT animals, with expression levels showing little change over this period in the *CFTR*^*−/−*^ animals (Fig. 4E, F). In the data shown in Fig. 4, all forms of the *ANO1* transcript were amplified in the qRT-PCR reaction; however, we noted that an isoform-restricted primer set showed a different expression pattern, indicating temporal alternative splicing of the gene (Ferrera et al. 2009) (data not shown). 

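The 2 CF term replicates of *SLC26A9* (chromosome 12, 2935470 to 2963781) had 61.8 and 18.7 CPM in proximal and 77.6 and 13.6 CPM in distal lung, against 12.7 and 16.8 CPM in WT proximal and 12.6 and 16.5 CPM in WT distal lung.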

*SLC26A9* expression was rather variable between animals of the same genotype and gestational age making it difficult to interpret expression profiles. However, the normalized read counts from RNA-seq suggested that *SLC26A9* expression was higher in both proximal and distal lungs of *CFTR*^*−/−*^ animals compared to WT at all gestational ages in both regions of the lung (Fig. S6), consistent with its role in chloride/bicarbonate exchange and chloride-independent bicarbonate secretion (Ousingsawat et al. 2022).

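Means of *SLC26A9* were higher in CF at 5 of 5 time points in proximal and 5 of 5 in distal lung. Averaged over time points, the log2 difference was 0.92 in proximal (exact permutation within time points, p = 0.00154) and 1.11 in distal lung (p = 5.14e-04). At single time points the largest adjusted p was 0.695 and the smallest 0.0497. The difference at 80 days in proximal lung was -0.05 without CF proximal day 80 replicate 2, and at term in distal lung -0.14 without CF distal term replicate 1.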

**Fig. 4:**
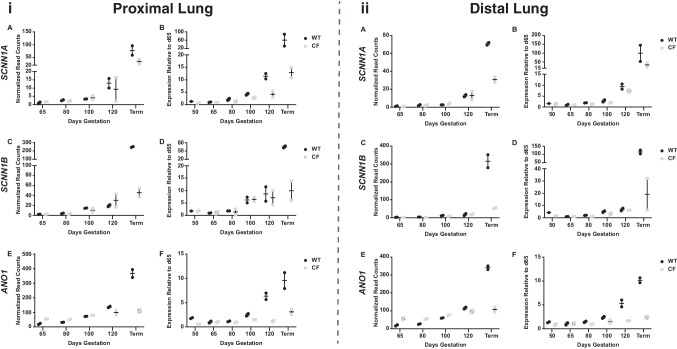
Developmental profiles of ion channel gene expression in WT and *CFTR*^*−/−*^ sheep proximal and distal lung. *SCNN1A*, *SCNN1B*, and *ANO1* expression is shown. Data on the left are expression profiles in proximal lung and on the right in distal lung. Normalized read counts from RNA-seq data in **A**, **C**, and **E**. RT-qPCR validation of expression in **B**, **D**, and **F** with values relative to expression at 65 days. WT samples are black dots and *CFTR*^*−/−*^ (CF) samples are grey squares. Values plotted are from 2 biological replicates at each time point for RNA-seq and the mean of technical replicates for each biological sample for RT-qPCR

**Fig. 5:**
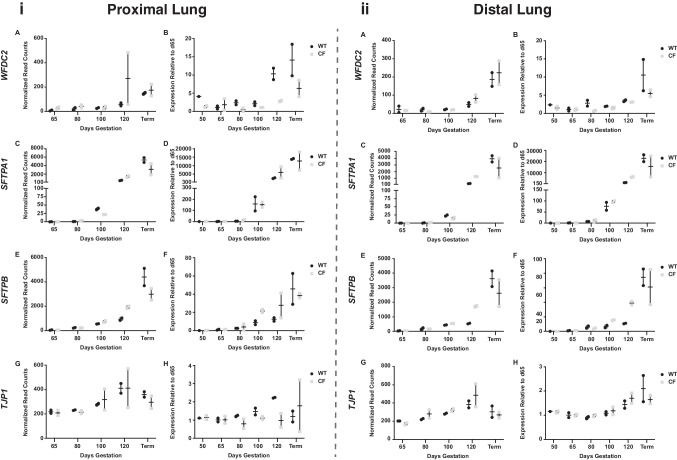
Developmental profiles of innate immune and surfactant gene expression in WT and *CFTR*^*−/−*^ sheep proximal and distal lung. *WFDC2*, *SFTPA1*, and *SFTPB* expression is shown, with *TJP1* as a control for minimal expression changes through gestation. Data on the left are expression profiles in proximal lung and on the right in distal lung. Normalized read counts from RNA-seq data in **A**, **C**, **E**, and **G**. RT-qPCR validation of expression in **B**, **D**, **F**, and **H** with values relative to expression at 65 days. WT samples are black dots and *CFTR*^*−/−*^ (CF) samples are grey squares. Values plotted are from 2 biological replicates at each time point for RNA-seq and the mean of technical replicates for each biological sample for RT-qPCR

Also, highly relevant to lung functions are the components of the innate immune response, which are challenging to study in the fetus prior to birth (Feyaerts et al. 2022). We examined two genes that are representative of these processes: WAP four-disulphide core domain 2 (*WFDC2*), the lung epithelial cell protease inhibitor that has a predicted role in lung surface liquid and innate immunity (Bingle et al. 2006), and the antimicrobial/defense response protein BPI fold containing family A member 1 (*BPIFA1*) (Bingle and Craven 2002). In both the proximal and distal lungs for both WT and *CFTR*^*−/−*^ animals, *WFDC2* is expressed at low abundance prior to 120-day gestation when it increases through to term (Fig. 5A, B). 

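*WFDC2* had 8.20 ± 5.53, 21.5 ± 14.5, 28.4 ± 5.20, 58.4 ± 16.7 and 150.2 ± 9.25 CPM at 65, 80, 100 and 120 days and term in WT proximal lung (SD, n = 2), and 22.3 ± 23.8, 20.7 ± 10.3, 22.6 ± 3.07, 50.4 ± 14.2 and 189.8 ± 53.8 in WT distal lung. In CF it had 28.5 ± 9.41, 40.4 ± 17.1, 30.8 ± 16.7, 262 ± 291 and 174 ± 66.0 in proximal and 15.8 ± 0.373, 8.57 ± 0.632, 19.2 ± 1.27, 81.7 ± 30.7 and 222 ± 89.2 in distal lung. The CF proximal replicates at 120 days had 56.0 and 468 CPM, and the log2 fold change from 120 days to term was -0.63 with both and 1.60 without CF proximal day 120 replicate 2. In CF distal lung this change was 1.45 (standard error 0.31, adjusted p = 0.0148), and without CF distal day 120 replicate 1 its adjusted p was 0.0854.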

There is no consistent difference in expression levels between the genotypes. 

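CF against WT, *WFDC2* differed by 1.79, 0.91, 0.12, 2.17 and 0.21 in proximal and -0.50, -1.28, -0.24, 0.69 and 0.23 in distal lung, with a smallest adjusted p of 0.183. The proximal value at 120 days was -0.07 without CF proximal day 120 replicate 2, and the distal value at 65 days 1.56 without WT distal day 65 replicate 1.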

In both the proximal and distal lungs, *BPIFA1* expression was undetectable at most time points before birth in both genotypes (data not shown).

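*BPIFA1* (chromosome 13, 62055250 to 62061845) had 0.412 CPM or less in each of the 32 libraries before term, and no read in 22 of them. At term the WT replicates had 0.872 and 3.27 CPM in proximal and 2.41 and 62.5 CPM in distal lung, and the CF replicates had 0 and 0 CPM in proximal and 0.0641 and 0.630 CPM in distal lung.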

Lastly, we assayed the genes encoding surfactant proteins/secretoglobins (*SFTPA*1, *SFTPB*, and *SCGB3A2*) (Fig. 5C–F). *SFTPA*1 was expressed at low abundance prior to 80 days in the proximal lung of both genotypes, but by 100 days an ~ 100-fold increase in transcript abundance compared to 65 days was seen in both genotypes, which further increased to more than 1000-fold by 120 days before rising more moderately to term. In contrast, *SFTPB* levels rose more gradually through to term in both WT and *CFTR*^*−/−*^ animals (Table S1). 

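*SFTPA1* rose 145-fold in WT and 72.9-fold in CF proximal lung from 65 to 100 days, and 1866-fold and 4734-fold from 65 to 120 days. These rest on 4, 16, 54 and 10 reads at 65 days in the 2 WT and the 2 CF libraries. From 120 days to term the log2 fold changes were 3.40 (standard error 0.28, adjusted p = 1.52e-04) in WT and 1.13 (standard error 0.67, adjusted p = 0.478) in CF.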

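*SFTPB* had 49.5 ± 25.8, 236 ± 36.1, 570.3 ± 15.8, 955 ± 134 and 4447 ± 967 CPM in WT and 43.8 ± 5.68, 213 ± 16.4, 735 ± 60.8, 1869 ± 123 and 2969 ± 653 CPM in CF proximal lung at 65, 80, 100 and 120 days and term (SD, n = 2).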

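Distal *SFTPA1* had 0.111 ± 0.157, 0.663 ± 0.688, 23.8 ± 2.67, 208 ± 30.2 and 3989 ± 672 CPM in WT and 0.208 ± 0.0177, 1.85 ± 0.934, 15.2 ± 3.63, 1249 ± 31.5 and 2516 ± 2067 CPM in CF at 65, 80, 100 and 120 days and term (SD, n = 2). *SFTPB* had 39.6 ± 16.1, 185 ± 99.2, 447 ± 18.7, 556 ± 23.2 and 3687 ± 763 CPM in WT and 35.0 ± 1.37, 162 ± 10.0, 539 ± 6.55, 1712 ± 23.4 and 2599 ± 1272 CPM in CF distal lung. From 120 days to term it changed by 2.74 (standard error 0.38, adjusted p = 0.00225) in WT and 0.61 (standard error 0.31, adjusted p = 0.172) in CF.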

In the distal lung, the profile of *SFTPA1* expression was very similar to that seen in the proximal lung but *SFTPB* expression increased more gradually through gestation in animals of both genotypes, with a large increase close to term. The abundance of *SCGB3A2* transcripts in proximal and distal lung increased > 200- and > 20-fold respectively, between 65 and 120 days of gestation, with higher levels at term particularly in the distal lung, but variation between individuals at each time point made these data difficult to interpret (data not shown). 

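*SCGB3A2* (chromosome 5, 56499964 to 56503442) rose 254-fold in WT and 688-fold in CF proximal lung between 65 and 120 days, and 18.4-fold and 128-fold in distal lung. The replicates at 120 days had 332 and 29.1 CPM in WT proximal, 79.0 and 3386 in CF proximal, 10.4 and 113 in WT distal and 107 and 36.4 in CF distal lung. At term they had 497 and 3509 CPM in WT and 419 and 2638 CPM in CF distal lung.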

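Over the 16 comparisons of consecutive time points, *TJP1* (chromosome 18, 27439183 to 27690705) changed by -0.85 (CF distal term v day 120) to 0.70 (CF distal day 80 v day 65), with a smallest adjusted p of 0.059. In CF proximal lung the change from 100 to 120 days was 0.37 and -0.34 without CF proximal day 120 replicate 1, the 2 replicates having 555 and 245 CPM.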

For comparison in these studies, we assayed the expression of a lung epithelial integrity protein (tight junction protein 1, *TJP1*), which as expected did not alter significantly through gestation in proximal or distal lung irrespective of genotype (Fig. 5G, H).

### Expression of the cystic fibrosis transmembrane conductance regulator gene through gestation

Of particular interest, in the light of our earlier work on the developmental expression of the cystic fibrosis transmembrane conductance regulator (*CFTR*)(Broackes-Carter et al. 2002), in which the transcript was assayed solely by RT-qPCR, was the expression profile of the gene in the RNA-seq data from WT and *CFTR *^*−/−*^ animals. 

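*CFTR* (chromosome 4, 50644000 to 50864925) had 33.6 ± 6.21, 43.4 ± 0.447, 23.4 ± 2.44, 11.8 ± 1.07 and 12.2 ± 3.70 CPM in WT proximal, 31.7 ± 3.34, 42.6 ± 0.893, 29.4 ± 3.74, 12.3 ± 1.43 and 11.6 ± 1.66 in WT distal, 23.3 ± 3.85, 23.9 ± 10.2, 14.6 ± 2.31, 6.86 ± 2.63 and 4.52 ± 0.883 in CF proximal and 19.9 ± 0.518, 31.4 ± 4.23, 21.1 ± 2.78, 8.54 ± 3.79 and 4.30 ± 0.855 in CF distal lung at 65, 80, 100 and 120 days and term (SD, n = 2). The change from 65 to 80 days in CF proximal lung was 0.05, and -0.45 without CF proximal day 80 replicate 2. From 120 days to term it changed by 0.05 and -0.07 in WT, and by -0.64 (standard error 0.43, adjusted p = 0.548) in CF proximal lung, and in CF distal lung it fell with an adjusted p of 0.057. The WT values turned in sign with 1 library left out, to -0.31 without WT proximal term replicate 2 and 0.07 without WT distal term replicate 1.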

We observed that the profiles of normalized read counts were similar between proximal and distal lung in both WT and *CFTR*^*−/−*^ animals, with highest expression levels at 80-day gestation followed by a rapid decline across 100 and 120 days at which point levels were similar to those in the term lung (Fig. 6). These data closely replicate our earlier findings in WT animals of a different sheep breed (Broackes-Carter et al. 2002). Of note, the abundance of *CFTR* transcripts assayed by RNA-seq in the proximal and distal lung of *CFTR*^*−/−*^ animals was consistently lower than in the WT animals (Fig. 6A), possibly due to nonsense-mediated decay (NMD) of the *CFTR*^*−/−*^ transcript, which contains a frameshift mutation in exon 2 (Fan et al. 2018).

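*CFTR* was lower in CF at 5 of 5 time points in proximal and 5 of 5 in distal lung. The mean log2 difference was -0.88 and -0.73, and both reached the smallest p that permuting genotype within time points can give (exact permutation, p = 2.57e-04). Relative to the mean of epithelial genes in the same library, it was -0.84 (exact permutation, p = 2.57e-04) and -0.58 (p = 0.00129). The paper proposes nonsense-mediated decay as the cause.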

**Fig. 6:**
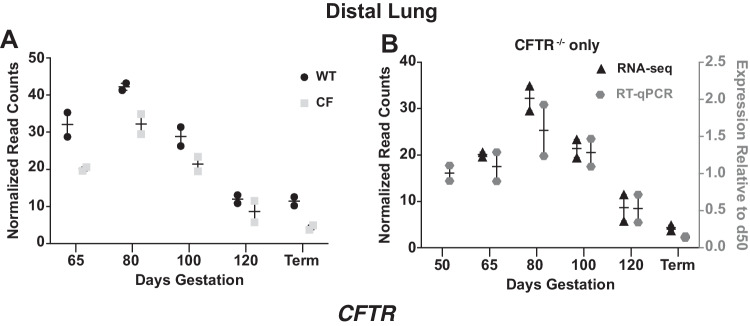
Developmental profile of *CFTR* gene expression in WT and *CFTR*^*−/−*^ sheep distal lung. **A**. Normalized read counts from RNA-seq data show *CFTR* expression through gestation in WT and *CFTR*^*−/−*^ (CF) sheep distal lung: **B**. Validation of RNA-seq data by RT-qPCR for *CFTR*^*−/−*^ animals only

### Validation of differential upregulation of defense response/immune genes between 100 and 120 days in *CFTR*^*−/−*^ distal lung alone

In the RNA-seq results presented above comparing 100 and 120 days, we noted that defense response and inflammatory response were annotated from the significantly upregulated genes by gProfiler and DAVID respectively in CF distal lung alone (Fig. 3B, C). 

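Inflammatory response genes rose more in CF than in WT distal lung from 100 to 120 days, by a median of 0.30 over 47 genes (camera on the interaction, adjusted p = 2.5e-05), 0 past 0.05 over all genes and 3 when adjusted over the list alone. Without the genes that the paper names, the median was 0.24 (adjusted p = 0.0177), 0 past 0.05 over all genes and 1 when adjusted over the list alone, and 0.223 without CF distal day 120 replicate 1. Fry called neither (adjusted p = 0.11 and 0.306). By gene, the interaction held for 0 of 20084 by edgeR's quasi-likelihood test, with 856 at an unadjusted p below 0.05 and a smallest adjusted p of 0.0862, while DESeq2 called 6 and glmTreat 18. In counts simulated with the spread of this fit, the test found 32 of 200 genes with a log2 difference of 2.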

Given the relevance of lung inflammation to the CF phenotype after birth (Schupp et al. 2020), we validated these results by RT-qPCR. Figure 7A and B show volcano plots with upregulated genes comparing 120—and 100-day distal lung tissue from WT and *CFTR*^*−/−*^ animals. 

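*C3* (chromosome 5, 15367670 to 15401347) had 27.1 and 22.9 CPM at 100 days and 375 and 339 CPM at 120 days in the CF distal replicates, a rise of 3.83 (standard error 0.26, adjusted p = 9.87e-04), and without CF distal day 100 replicate 2 the adjusted p was 0.0392. In WT it went from 47.8 ± 8.23 to 113 ± 31.6 CPM. The WT day 65 distal replicates of *KNG1* had 14.3 and 0.776 CPM.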

Transcripts of *KNG1*, *CHI3L1*, *LOC101123672 *(*C4A*), *C3*, and *CXCL8* (encoding IL-8) at 120 days are marked in Fig. 7B and plotted through gestation in Fig. 7C, E, and G. To validate the RNA-seq data, we used RT-qPCR to measure the abundance of *KNG1*, *CHI3L1*, and *C4A* transcripts (Fig. 7D, F, H). Focusing on the relative increase in transcripts of each of these genes at 120 days compared to 100 days, all are elevated to a greater extent in the *CFTR*^*−/−*^ distal lung tissue than in WT distal lung at the same time points (Fig. 7C–H). 

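From 100 to 120 days in WT distal lung the log2 fold changes were 1.77 for *KNG1*, 0.52 for *CHI3L1*, 0.76 for *LOC101123672*, 1.24 for *C3* and 1.02 for *CXCL8*. The interaction, the excess of the CF change over the WT change, was 2.05 (adjusted p = 1) for *KNG1*, 2.10 (adjusted p = 0.878) for *CHI3L1*, 1.24 (adjusted p = 1) for *LOC101123672*, 2.59 (adjusted p = 0.325) for *C3* and 3.86 (adjusted p = 1) for *CXCL8*. *CXCL8* changed by -0.20 in WT without WT distal day 120 replicate 1. For *WFDC1* and *WFDC2* the interaction was 0.66 and 0.93 (adjusted p = 1 and 1).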

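*CXCL8* had 0.130 and 0.0791 CPM at 100 days and 4.98 and 1.34 CPM at 120 days in the CF distal replicates, while the WT distal replicates had 0.897 and 0.897 CPM at 100 days and 2.95 and 0.775 CPM at 120 days.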

*CXCL-8* transcript levels were of very low abundance and so were not analyzed further. Together these data suggest an early manifestation of an inflammatory phenotype in the CF lung at 120 days, prior to the major upregulation of immune response genes at term that occurs in both proximal and distal lungs of WT and *CFTR*^*−/−*^ animals (Fig. 1D, Fig. 2C, respectively).

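CF against WT at 120 days in distal lung, *C3* differed by 1.66 (standard error 0.35, adjusted p = 0.0155), *KNG1* by -0.21 (standard error 0.92, adjusted p = 0.934), *CHI3L1* by 1.45 (standard error 0.42, adjusted p = 0.0632) and *LOC101123672* by 1.34 (standard error 0.26, adjusted p = 0.0113). The paper proposes an early inflammatory phenotype in CF lung at 120 days.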

**Fig. 7:**
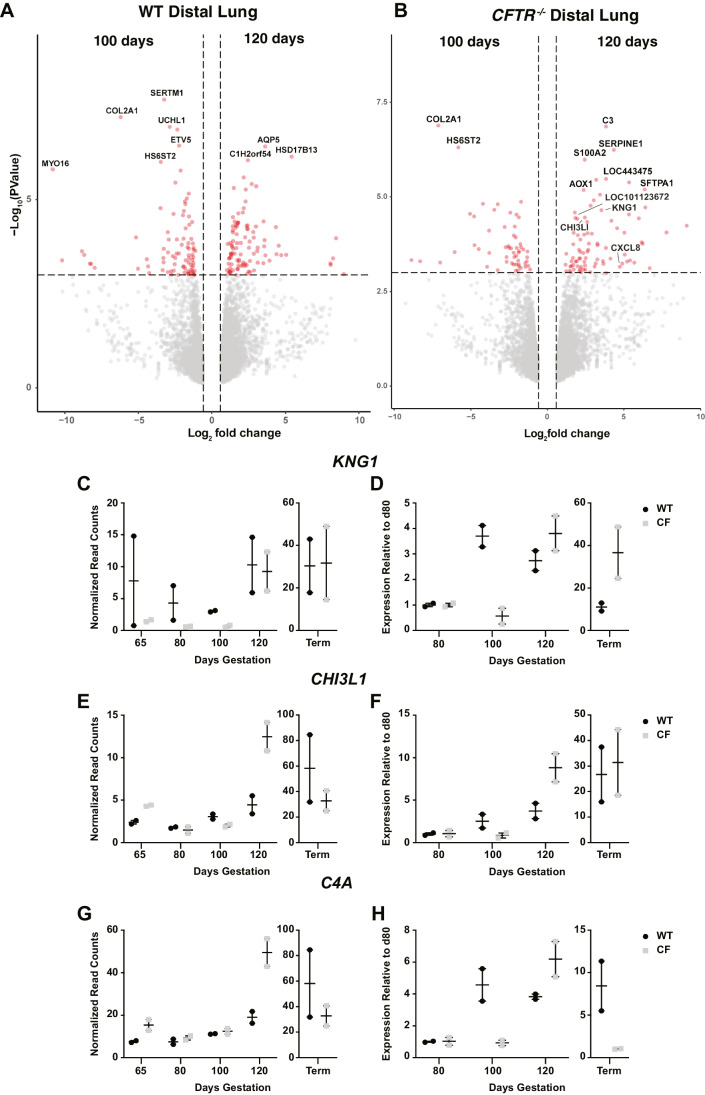
Enhanced relative expression of inflammatory response genes at 120 days of gestation compared to 100 days in distal lung from *CFTR*^*−/−*^ (CF) animals. **A**, **B** The volcano plots shows differential gene expression comparing RNA-seq data from 100 day and 120-day distal lung tissue from **A** WT or **B** *CFTR*^*−/−*^ animals. Differentially expressed genes were filtered to enrich for genes with a fold change ≥  ± 1.5 and *p*-value ≤ 0.001. *KNG1*, *CHI3L1*, *C4A (LOC101123672)*, and *CXCL8* are highlighted on **B**. **C**, **E**, **F** Normalized read counts for *KNG1*, *CHI3L1*, and *C4A* respectively. **D**, **F**, **H** RT-qPCR validation of the same genes with expression plotted relative to expression levels at 80 days

## Discussion

The advances in functional genomics protocols that enable the type of investigation, we describe here were made many decades after restrictions on the use of human fetal tissues were enacted in many countries. As a result, the use of relevant large animal models of human disease can make a unique contribution to understanding developmental phenotypes. Although transcriptomic analysis that is based on bulk tissue RNA samples lacks the precision of single cell RNA-seq (scRNA-seq) and the detailed information on the differentiation and migration of individual cell types that it provides, it can still yield important insights into organ development and disease-associated deficits.

Human lung development is separated into 5 overlapping stages, largely based upon embryological transitions (reviewed in (Burri 1984) (Nikolic et al. 2018)), and by convention is measured in weeks post-conception (pcw). The stages are embryonic (4–7 pcw), pseudoglandular (5––17 pcw), canalicular (16–26 pcw), saccular (24–38 pcw), and alveolar 36 pcw to 3 years (Fig. S1B). During the embryonic stage, the bilateral lung buds arise from the foregut endoderm and between 4 and 5 weeks a rapid branching of the buds establishes the lobular structure of the lung. Branching morphogenesis continues through the pseudoglandular stage and cartilaginous airways develop, with epithelial branching and differentiation accompanied by blood vessel development. The canalicular phase is marked by growth of airways and additional epithelial branching to generate the future alveolar regions. Small blood vessels become closely associated with the distal airspaces, where alveolar epithelial differentiation commences. At the start of the saccular stage, the small airways terminate in thin-walled saccules and during this period the respiratory airspaces undergo major expansion, accompanied by a loss of interstitial tissues. Also during this time, the capillary network envelops the saccules and within these, ongoing alveolar epithelial differentiation is marked by the start of surfactant production. Note in our study transcriptional upregulation of surfactant protein gene expression commences during the canalicular stage (Fig. 5). Finally, during the alveolar stage, saccules become divided into alveoli as septa develop from the saccular walls, enabling the large increase in surface area that is required for gas exchange. Concurrently, capillary differentiation establishes the network required to support these surfaces. As mentioned earlier, the development of the sheep lung is very similar to that of the human lung (reviewed in (Thorburn and Harding 1994)) although the gestation period differs (human (usually defined as 280 days/40 weeks though may be shorter (Jukic et al. 2013)) and sheep (147 days)). We examined the lung histology of WT animals collected through the time course (Van Wettere et al. 2022) to broadly define the developmental stages at 50, 65, 80, 100, and 120 days and term (Fig. S1B). Of note, earlier work on sheep lung development based upon light and electron microscopic analysis of single fetuses at each time point defined only four non-overlapping stages (embryonic, pseudoglandular 40 to 80 days, canalicular 80 to 120 days and alveolar 120 to term) (Alcorn et al. 1981). In this manuscript, we follow the overlapping model and developmental stages used in analysis of the human and mouse lung (Burri 1984), (Nikolic et al. 2018) as they are more detailed, and reflect our histological observations. Since we define collection points by time rather than anatomical stage, this does not alter data interpretation.

There are two major aspects of interest in the work presented here, the first being the detailed transcriptomic analysis of WT lung development, which has not been done previously in a large animal, and the second is the differences observed in the *CFTR*^*−/−*^ animals. For WT proximal lung, our data show that upregulated genes are significantly involved in biological processes relating to response to external stimuli, both chemical and biological between 80 and 100 days, extracellular matrix organization and preparation for gas transport between 100 and 120 days, and most notably, the innate and adaptive immune responses at term, which is accompanied by marked downregulation of genes involved in developmental processes. In WT distal lung, upregulation of genes involved in cation homeostasis and blood vessel development is seen between 80 and 100 days, with the latter processes also annotated for genes upregulated between 100 and 120 days. The changes in biological processes between 120 days and term are the same as observed in proximal lung. For *CFTR*^*−/−*^ proximal lung, when using the stringent filters for statistical significance applied here few biological processes were identified until term when immune system processes were annotated from genes upregulated compared to 120 days of gestation. However, in the *CFTR*^*−/−*^ distal lung, gProfiler annotates wound healing, coagulation, and defense response from genes upregulated between 100 and 120 days and using the same gene list DAVID identifies the inflammatory response and neutrophil activation over this time period. As in WT lungs, there is a marked upregulation of genes involved in both innate and adaptive immune system processes between 120 days and term in the *CFTR*^*−/−*^ distal lung, which is accompanied by downregulation of cell cycle-associated genes rather than the developmental processes seen in WT. The mechanisms underlying this difference in downregulated genes at term in the *CFTR*^*−/−*^ and WT lung are unclear. Although it is possible that earlier changes in the *CFTR*^*−/−*^ lung have a differential effect on lung development, for example through inflammation and associated tissue remodeling (reviewed in (Regamey et al. 2011)), the mechanisms may also reflect differences between cloned and non-cloned animals. This topic, which is extensively discussed in the literature, is addressed further below. The recent availability of non-cloned *CFTR*^*−/−*^ sheep naturally bred from heterozygous (*CFTR*^*+/−*^) ewes and rams will enable us to address these processes in detail.

The relative lack of significant biological processes called at consecutive time points through development in the *CFTR*^*−/−*^ animals when compared to WT, particularly in the proximal lung, is somewhat surprising since we did not detect any consistent abnormalities in lung structure or development through gestation by histological analyses (Van Wettere et al. 2022). It is possible that individual variation between samples is greater in the *CFTR*^*−/−*^ proximal lung samples (see PCA plot in Fig. S2A), which would impact downstream bioinformatic analysis. However, it is not clear why this variability would specifically impact the *CFTR*^*−/−*^ animals, as we followed a clearly defined protocol for collection of proximal and distal lung samples of both genotypes (Fig. S1A). Despite this, it is possible that sample bias on a small number of samples could be a contributing factor, particularly in the proximal lung where the inclusion of a variable amount of epithelium from the larger airways could substantially alter the transcriptome.

Another aspect of this analysis that warrants consideration is the fact that the *CFTR*^*−/−*^ animals used here were cloned from somatic cells (Fan et al. 2018). Although there are no reports of cloning protocols having a specific effect on lung development, it is well established that deficits in epigenetic reprogramming may impact cloned animals (reviewed in (Simmet et al. 2020)). In our preliminary studies comparing *CFTR*^*−/−*^ animals generated by natural breeding or by cloning, we observed some statistically significant differences in the transcriptomes of term proximal and distal lung tissue. However, these changes relate more to general development processes rather than lung specific functions (data not shown). Another factor affecting the transcriptome of the term lungs that warrants consideration is the precise time of euthanasia and tissue collection after birth. As part of the alveolar stage of development, the lung epithelium undergoes a period of rapid change immediately after birth. Pathways of ion transport become modified to facilitate respiration in air and the alveolar surface is coated with the necessary balance of surfactant proteins and antimicrobial agents. Indeed, we confirmed the dramatic upregulation of transcripts encoding these compounds between 100-day gestation and term in both regions of the lung and in WT and *CFTR*^*−/−*^ animals (Fig. 5), with *SFTPB* upregulation being more marked at 120 days in the *CFTR*^*−/−*^ animals. Because of these term-associated changes, we paid particularly attention to the time between birth and euthanasia of animals in these experiments.

Lastly, we consider our observations on the elevated inflammatory response in the distal lung of *CFTR*^*−/−*^ animals at 120 days compared 100 days. Chitinase-like proteins such as CHI3L1 (YKL-40) are members of the glycoside hydrolase family 18 proteins. Their role in innate immune pathways and tissue injury/repair are well characterized (reviewed in (Sutherland 2018)). Kininogen (*KNG1*) may have several functions in inflammation since it encodes two different proteins by alternative splicing. One of these, high molecular weight kininogen (HMWK) is required for blood coagulation, but bradykinin, which is released from it also has antimicrobial peptide properties and is associated with lung inflammation (Hayashi et al. 1998); (Wildi et al. 2022). Although rather few genes drive the biological process, this is possibly because we lose a substantial number of sheep genes when running the gene ontology pipelines. Many genes are absent from *Ovis aries* genes in the Gene Ontology Resource (http://geneontology.org) from which gProfiler and DAVID retrieve data. For example, *C3*, the most differentially upregulated gene in the 120 day *CFTR*^*−/−*^ distal lung (Fig. 7B, Table S2) is not included in the inflammatory response process called in the sheep. If analyzed within the *Homo sapiens* genome, the *C3* gene would be associated with multiple biological process terms, including “GO:0006954:inflammatory response.” We have manually converted many sheep LOC into known human genes to get further insights into the functional aspects of sheep lung biology and look forward to the updating of the Gene Ontology Resource with additional species. We validated the transcriptomic data generated by RNA-seq by RT-qPCR and are confident that these early changes in inflammatory gene expression are robust. These observations are of considerable importance in the context of CF lung disease after birth since it is still not certain why the CF lung is susceptible to early infection and inflammation. Earlier work had suggested that the human fetal CF lung was in a pre-inflammatory state (Tirouvanziam et al. 2000) and might have an imbalance of immune cells (Hubeau et al. 2001), but these observations preceded the availability of large-scale transcriptomic analysis such as we have done here. The identification of complement components (*C3* and *C4A*) among the most significantly upregulated genes between 100 and 120 days only in the *CFTR*^*−/−*^ distal lung warrants further discussion. In fact, *C3* is also upregulated in the *CFTR*^*−/−*^ proximal lung at this time point, although not in WT proximal or distal lung. Complement has a key role in the innate immune response as its activation causes local inflammation, the clearing and direct killing of pathogens and the initiation of the adaptive immune response (Lubbers et al. 2017). Although soluble complement system components are mainly synthesized in the liver, other membrane-bound components may be synthesized in specific cell types. At this point, it is not clear whether the C3 and C4A upregulation observed in the *CFTR*^*−/−*^ distal lung is occurring in mast cells, macrophages, or other immune cells in the developing lung, or indeed in epithelial cells. Future single cell RNA-seq analysis will likely clarify the cellular origin of the elevated complement component production. Irrespective of the cellular origin, the finding of early inflammation in the CF distal lung may have a profound impact on the management of post-natal disease and may help focus therapeutic regimens. The fetal sheep is particularly well suited for developing in utero therapies whether these utilize pharmacological (McGillick et al. 2014, 2022) or gene therapy (Abi-Nader et al. 2012; David et al. 2011) approaches.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

Supplementary file5

## Data Availability

All transcriptomics data are available at GEO:GSE202019.

How the deposited data were processed for this re-analysis (not part of the article)

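RNA from proximal and distal lung of WT and CF sheep was analysed at 65, 80, 100 and 120 days of gestation and at term, with 2 libraries for each of 20 conditions, 40 in all. The authors aligned 100 bp paired reads to Oar_v4.0 with STAR 2.7.0e_0320 and assigned them to genes with featureCounts 1.6.3, and deposited raw counts per gene without normalization or pooling of replicates. The annotation release, the strand setting and the treatment of mates are not stated. Among counts from 1 to 20, 69.2% to 85.8% were even, as when both mates are counted. The authors tested counts with edgeR 3.34.1.

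Depth was 24670355 to 43700012 reads in the 16 WT libraries before term, 85773994 to 103139483 in the 16 CF libraries before term and 115937437 to 126749480 in the 4 WT and 117316905 to 119451372 in the 4 CF term libraries. Mitochondrial genes held 0.942% to 2.41% and the 10 most abundant genes 4.50% to 7.90% of reads. TMM factors ran from 0.744 to 1.19.

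Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by filterByExpr with a count minimum of 10 and a total minimum of 15, and scaled by TMM. Each time course of 10 libraries and each region of 20 libraries for CF against WT was fitted with 1 mean per condition by edgeR's glmQLFit, and tested by glmQLFTest. A DEG had an adjusted p (Benjamini-Hochberg) of 0.001 or less and a log2 fold change of 0.58 or more in size. There were 16 comparisons of consecutive time points, 10 of genotype and 4 of the difference in change between genotypes. *CFTR* and *SLC26A9* were tested over time points by permuting genotype within time points in all arrangements, on log2 CPM with a prior count of 0.5. Principal components used log2 CPM with a prior count of 2. The recovery of known changes was tested on simulated data.

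Lists of genes for adaptive immune, alveolar type1, alveolar type2, angiogenesis, cartilage, cell cycle, ciliated airway, development, ecm, epithelial, erythroid, glucocorticoid, hypoxia, inflammatory, inflammatory other, innate myeloid, liver, secretory airway, smooth muscle and stress were written before the counts were seen, because no annotation of processes was at hand, and the sex lists had no gene in the table. They were tested with limma's camera (preset correlation 0.01, adjusted over 60 tests, threshold 0.05) and fry, and 20 of the tests were chosen after the data were seen. Genes named are those the paper names for a comparison and, in each comparison, the 3 with the largest change in each direction among DEGs with an average log2 CPM of 1 or more and both libraries of 1 group above both of the other. Alternatives were RLE, DESeq2, glmTreat, other limits on p, no filter, a replicate block, pooled fits, the 2 WT day 100 libraries summed, each library left out, fry and camera with estimated correlation, and after seeing the data the bias-adjusted quasi-likelihood, thinning to equal depth and removal of a lowess trend (span 0.3) on gene length. The 2 WT day 100 libraries of a region carry the same animal label and were kept as 2. WT day 65 replicate 2 and CF day 100 replicate 2 also share an animal label and were placed by title, genotype and age. Enrichment tools and RT-qPCR were left out, because they need resources or values not in the count tables, and day 50 was not analysed here.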

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

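The tests of airway epithelium, alveolar type 2 cells, depth, gene length, library sets, overlapping genes, single libraries and of the cell cycle, developmental and adaptive immune lists in the differences of change to term were chosen after the results were seen, while those of leukocytes, glucocorticoid response, developmental stage and sex, and the inflammatory lists, were set before the data were examined.

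The change from 120 days to term differed between the genotypes for 9 genes in proximal and 38 in distal lung by an interaction test, with 11 of the distal genes higher in CF. Without 1 library these counts were 0 to 107 and 1 to 476 (lowest without WT proximal day 120 replicate 1 and WT distal day 120 replicate 1, highest without CF proximal day 120 replicate 1 and CF distal term replicate 1). Cell cycle genes carried the difference as a list, with a median of -1.13 in proximal (adjusted p = 1.09e-33, 3.64e-50 to 0.0346 over the alternatives) and -1.21 in distal lung (adjusted p = 8.94e-23, 3.11e-49 to 0.109 over the alternatives), and 75 and 76 of 92 genes were lower. Of the technical explanations, 2 were tested, the make-up of 1 replicate in proximal lung and depth in distal lung. The tables argue against each in that region. Without CF proximal day 120 replicate 2, whose make-up differs from replicate 1, the proximal adjusted p was 2.6e-38, and with counts thinned to equal depth the distal median was -1.24. A difference in batch or run between the libraries before term and those at term was not tested and stays open. A fall in dividing cells in CF lung at term remains as a hypothesis. The delivery of the CF term animals is not stated, whereas the WT term lambs were born naturally, so that birth and the hours after it stay open as an untested cause, as do genotype and the 2 animals sampled.

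Developmental genes changed differently in proximal lung from 120 days to term (median interaction 0.15, adjusted p = 0.00652, 1.28e-04 to 0.403 over the alternatives), and the adjusted p was 0.403 without CF proximal day 120 replicate 2. Adaptive immune genes did so in distal lung (median 0.66, adjusted p = 0.00645, 7.57e-06 to 0.539 over the alternatives), and 0.412 without CF distal term replicate 2. Under fry their adjusted p values were 0.317 and 0.312. No technical explanation was tested for these 2 lists, and a difference between single animals stays open beside genotype.

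Inflammatory response genes rose more in CF than in WT distal lung from 100 to 120 days, by an interaction test on the list (median 0.30, 35 of 47 genes higher, adjusted p = 2.5e-05, 7.46e-06 to 0.145 over the alternatives), and so did the list without the genes the paper names (median 0.24, adjusted p = 0.0177, 0.00438 to 0.355 over the alternatives). The second was 0.223 without CF distal day 120 replicate 1, and by fry they had 0.11 and 0.306. A CF lung further along the normal course would differ from WT as later WT lung does, but the correlation across genes of the CF difference at 120 days with the WT change from 100 days to term was 0.0283, over genes that are not independent replicates, and -0.0376 to 0.0888 without 1 library of 120 days. Both differences compare sets of libraries that differ in depth. The CF difference in distal lung was also shared between time points before term, with r from 0.389 to 0.594 across genes. The low correlation therefore cannot exclude a shift of the whole course. More leukocytes would raise the innate and myeloid list, which was lower by a median of -0.39 (adjusted p = 0.0177 by camera and 0.437 by fry, 0.228 by camera without WT distal day 120 replicate 1). A glucocorticoid response would raise its list, whose median was -0.16 (adjusted p = 0.254, 4 genes higher and 9 lower), and more airway epithelium would raise ciliated genes, whose median was -0.46 (adjusted p = 0.323), and secretory genes, whose median was 0.21 (adjusted p = 0.292). Leukocytes, a glucocorticoid response and airway epithelium therefore stay open, because 2 libraries per genotype leave these lists undecided. More, or more mature, alveolar type 2 cells remain as a candidate explanation, since their list was higher by a median of 0.83, and 12 of its 13 genes were higher. An inflammatory response of the CF lung, as the paper proposes, stays open beside it.

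*CDR1*, a gene the paper does not discuss, had a median of 104 CPM in the 16 WT libraries before term (32.5 to 229), and 1.41 to 12.5 CPM in the 16 CF libraries before term. At term it had 0.0502 to 0.174 CPM in WT and 0.411 to 0.927 CPM in CF. It was not alone, since 67 genes separated the 16 WT libraries before term from the other 24, 25 of them above and 42 below. The WT libraries before term had 24670355 to 43700012 reads, the CF libraries before term 85773994 to 103139483 and the term libraries 115937437 to 126749480 in WT and 117316905 to 119451372 in CF. A difference in batch or sequencing run between these library sets and an effect of genotype before term cannot be told apart, because genotype and set coincide before term. Changes from 120 days to term and their interactions with genotype cross these sets as well, so that set and stage coincide there.

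The 16 CF libraries before term were separated from all others by 213 genes, 175 above and 38 below, and the 20 CF from the 20 WT libraries by 97, 79 above and 18 below. The second group was picked for separating all libraries, term included. In 100 random draws of 20 libraries the largest count of separating genes was 0, against these 97. A difference between the sets of WT before term, CF before term and term alone would leave CF and WT alike at term. The 97 genes were picked for differing at term too, and the random draws mixed those sets. Their count therefore cannot decide whether those sets are the cause. The batch and sequencing run are not stated, so that a run difference between the genotypes at term stays open. Genotype, the clonal origin of the CF animals and other differences in breeding stay open. The differences between CF and WT before term resembled each other more than those at term. Across genes, they correlated between time points before term with r from 0.389 to 0.594 in distal lung, and with the difference at term with a median r of 0.130. For this resemblance, a library set effect and a stage-specific effect of genotype cannot be told apart. For the number of genes that differ between CF and WT, depth and gene length were tested over the 10 comparisons together. With counts thinned 375 genes passed and with the trend on gene length removed 683, against 417. Of the 417, 69 and 251 came from proximal and distal lung at term, where depths are alike, so the total hardly tests depth. In distal lung at 65, 80, 100 and 120 days, the counts of 16, 33, 30 and 18 stayed within 1.5 times after thinning. This argues against depth as the whole explanation there. In proximal lung 0 genes passed before term, which leaves depth undecided. The total of 683 argues against gene length as a whole explanation. A difference in sex was not decided, as 0 genes of the X and Y lists (*XIST* and others) were in the count table.

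*LOC105605070* had a median of 98.2 CPM in the 4 CF term libraries (32.7 to 179) and 0.641 to 1.19 CPM in the 4 WT term libraries, and the paper does not discuss it. It shares 213 bases with *C25H10orf10* on the other strand, which had 144 to 919 CPM in CF and 4.15 to 6.92 CPM in WT. Reads of the second gene and expression of the first cannot be told apart from gene counts, because the strand setting of the counting is not stated.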

How the results depend on the processing

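The alternatives of bias-adjusted quasi-likelihood, gene length, equal depth, single libraries left out of the CFTR and SLC26A9 tests and limits on average log2 CPM were chosen after seeing the data. Each of the others was planned. Gene counts stayed within 1.5 times of the value reported for every comparison under RLE normalization, and not under the other alternatives. Except where a reason is given, the cause was not tested. A setting that leaves out 1 library keeps the lone sample of that arm, which is assumed to vary like the other groups. The exact tests of *CFTR* and *SLC26A9* kept direction and side of the threshold under RLE, a prior count of 2, the level relative to epithelial genes and the replicate block. Without replicate 1 or without replicate 2 at every time point, the smallest p that those tests can give is 0.0625, which is above the threshold. Depth limits what the tests on genes of low abundance can show, since the shallowest library had 24670355 reads and the deepest 126749480.

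With 0.001 on the unadjusted p the count of DEGs was WT proximal 53 (day 80 v day 65), 345 (day 100 v day 80), 405 (day 120 v day 100) and 1908 (term v day 120), WT distal 30 (day 80 v day 65), 248 (day 100 v day 80), 406 (day 120 v day 100) and 1858 (term v day 120) and CF proximal 11 (day 80 v day 65), 16 (day 100 v day 80), 73 (day 120 v day 100) and 220 (term v day 120). In CF distal there were 52 (day 80 v day 65), 59 (day 100 v day 80), 267 (day 120 v day 100) and 1339 (term v day 120) and CF v WT proximal 169 (day 65), 156 (day 80), 221 (day 100), 357 (day 120) and 771 (term) and CF v WT distal 673 (day 65), 684 (day 80), 648 (day 100), 628 (day 120) and 1396 (term). The counts for CF against WT change, proximal were 13 (day 120 v day 100) and 380 (term v day 120) and CF against WT change, distal 30 (day 120 v day 100) and 900 (term v day 120).

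By glmTreat at an unadjusted p of 0.001 the count of DEGs was WT proximal 16 (day 80 v day 65), 152 (day 100 v day 80), 175 (day 120 v day 100) and 940 (term v day 120), WT distal 11 (day 80 v day 65), 105 (day 100 v day 80), 186 (day 120 v day 100) and 809 (term v day 120) and CF proximal 8 (day 80 v day 65), 10 (day 100 v day 80), 60 (day 120 v day 100) and 161 (term v day 120). For CF distal it gave 20 (day 80 v day 65), 34 (day 100 v day 80), 144 (day 120 v day 100) and 746 (term v day 120) and CF v WT proximal 74 (day 65), 71 (day 80), 83 (day 100), 145 (day 120) and 416 (term) and CF v WT distal 255 (day 65), 254 (day 80), 230 (day 100), 213 (day 120) and 644 (term). In CF against WT change, proximal there were 8 (day 120 v day 100) and 238 (term v day 120) and CF against WT change, distal 18 (day 120 v day 100) and 488 (term v day 120).

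At an adjusted p of 0.05 the count of DEGs was WT proximal 2 (day 80 v day 65), 340 (day 100 v day 80), 467 (day 120 v day 100) and 3648 (term v day 120), WT distal 3 (day 80 v day 65), 182 (day 100 v day 80), 446 (day 120 v day 100) and 4071 (term v day 120) and CF proximal 4 (day 120 v day 100) and 70 (term v day 120). The counts for CF distal were 181 (day 120 v day 100) and 4477 (term v day 120) and CF v WT proximal 34 (day 65), 18 (day 80), 78 (day 100), 275 (day 120) and 1237 (term) and CF v WT distal 1015 (day 65), 1155 (day 80), 1019 (day 100), 848 (day 120) and 2892 (term). For CF against WT change, proximal it gave 362 (term v day 120) and CF against WT change, distal 1869 (term v day 120).

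By DESeq2 the count of DEGs was WT proximal 33 (day 80 v day 65), 393 (day 100 v day 80), 451 (day 120 v day 100) and 2439 (term v day 120), WT distal 18 (day 80 v day 65), 272 (day 100 v day 80), 465 (day 120 v day 100) and 2533 (term v day 120) and CF proximal 10 (day 80 v day 65), 23 (day 100 v day 80), 137 (day 120 v day 100) and 427 (term v day 120). In CF distal there were 45 (day 80 v day 65), 49 (day 100 v day 80), 363 (day 120 v day 100) and 2426 (term v day 120) and CF v WT proximal 112 (day 65), 98 (day 80), 172 (day 100), 327 (day 120) and 881 (term) and CF v WT distal 601 (day 65), 641 (day 80), 610 (day 100), 572 (day 120) and 1544 (term). The counts for CF against WT change, proximal were 2 (day 120 v day 100) and 376 (term v day 120) and CF against WT change, distal 6 (day 120 v day 100) and 905 (term v day 120).

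With no low-count filter the count of DEGs was WT proximal 2 (day 80 v day 65), 40 (day 100 v day 80), 34 (day 120 v day 100) and 777 (term v day 120), WT distal 11 (day 100 v day 80), 19 (day 120 v day 100) and 388 (term v day 120) and CF distal 4 (day 120 v day 100) and 128 (term v day 120). For CF v WT distal it gave 27 (day 65) and 29 (day 120) and CF against WT change, distal 66 (term v day 120).

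With the replicate block the count of DEGs was WT proximal 1 (day 120 v day 100) and 206 (term v day 120), WT distal 1 (day 120 v day 100) and 131 (term v day 120) and CF distal 4 (day 120 v day 100). In CF v WT distal there were 26 (day 65), 66 (day 80) and 31 (day 120) and CF against WT change, proximal 0 (term v day 120) and CF against WT change, distal 106 (term v day 120). No label pairs the libraries by number, and the check for pairing gave a correlation between the deviations of replicates with the same number of -0.40 to 0.62, with a median of 0.02 over 26 comparisons, 8 above 0.1 and 5 below -0.1.

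With the 2 WT day 100 libraries summed the count of DEGs was WT proximal 1 (day 120 v day 100), WT distal 0 (day 120 v day 100) and CF v WT distal 0 (day 100).

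With both genotypes in one fit the count of DEGs was WT proximal 0 (day 120 v day 100) and 65 (term v day 120), WT distal 5 (day 100 v day 80), 17 (day 120 v day 100) and 391 (term v day 120) and CF proximal 4 (day 120 v day 100) and 65 (term v day 120). The counts for CF distal were 1 (day 100 v day 80), 18 (day 120 v day 100) and 722 (term v day 120).

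With all 40 libraries in one fit the count of DEGs was CF v WT proximal 18 (day 65), 16 (day 80), 38 (day 100), 105 (day 120) and 419 (term) and CF v WT distal 45 (day 120).

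With only the 4 libraries of the time point the count of DEGs was CF v WT proximal 1 (day 65), 1 (day 100) and 0 (term) and CF v WT distal 0 (day 65), 1 (day 80), 2759 (day 100), 0 (day 120) and 0 (term).

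By edgeR's bias-adjusted quasi-likelihood the count of DEGs was WT proximal 1 (day 100 v day 80) and 722 (term v day 120), WT distal 11 (day 120 v day 100) and 333 (term v day 120) and CF v WT proximal 106 (term). For CF v WT distal it gave 26 (day 65) and 383 (term).

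With the trend on gene length removed the count of DEGs was WT proximal 3 (day 100 v day 80), WT distal 7 (day 100 v day 80) and 11 (day 120 v day 100) and CF v WT proximal 119 (term). In CF v WT distal there were 37 (day 65), 49 (day 100) and 408 (term) and CF against WT change, proximal 38 (term v day 120) and CF against WT change, distal 84 (term v day 120). The share of DEGs that were higher became 27.3% in WT distal day 120 v day 100 (0% as reported, trend on gene length removed), 28.6% in WT distal day 120 v day 100 (0% as reported, counts thinned to equal depth), 73.0% in CF v WT distal day 65 (87.5% as reported, trend on gene length removed), 13.2% in CF against WT change, proximal term v day 120 (0% as reported, trend on gene length removed) and 41.7% in CF against WT change, distal term v day 120 (28.9% as reported, trend on gene length removed). It turned the direction of *TJP1* in WT proximal term v day 120 (0.10), *WFDC2* in CF v WT proximal term (-0.0619), *SCNN1B* in CF v WT distal day 120 (-0.0389), *TJP1* in WT distal term v day 120 (0.0621), *CFTR* in WT distal term v day 120 (0.27) and *WFDC2* in CF v WT distal day 100 (0.17).

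With counts thinned to equal depth the count of DEGs was CF distal 4 (day 120 v day 100). It turned the direction of *CFTR* in CF proximal day 80 v day 65 (-0.0114) and *SCNN1A* in CF v WT distal day 120 (0.0203).

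By fry the adjusted p was above 0.05 for ecm in WT proximal day 120 v day 100 0.218, angiogenesis in WT distal day 100 v day 80 0.259, inflammatory in CF against WT change, distal day 120 v day 100 0.11, inflammatory other in CF against WT change, distal day 120 v day 100 0.306 and hypoxia in CF v WT proximal term 0.0736. Development in CF v WT proximal term 0.333 also lost the call, as did stress in CF proximal day 80 v day 65 0.164, innate myeloid in CF v WT distal day 120 0.437, development in CF proximal term v day 120 0.125 and development in CF against WT change, proximal term v day 120 0.317. Adaptive immune in CF against WT change, distal term v day 120 0.312 also lost the call, as did secretory airway in CF v WT proximal day 120 0.217, cartilage in CF v WT proximal day 120 0.0602 and adaptive immune in CF v WT distal term 0.229.

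With the correlation estimated for each list the adjusted p was above 0.05 for cell cycle in WT proximal day 120 v day 100 0.0918, ecm in WT proximal day 120 v day 100 0.425, adaptive immune in WT proximal term v day 120 0.183, innate myeloid in WT proximal term v day 120 0.0918 and inflammatory in WT proximal term v day 120 0.0918. Development in WT proximal term v day 120 0.0513 also lost the call, as did adaptive immune in WT distal term v day 120 0.33, innate myeloid in WT distal term v day 120 0.117, inflammatory in WT distal term v day 120 0.0918 and development in WT distal term v day 120 0.109. Angiogenesis in WT distal day 100 v day 80 0.493 also lost the call, as did angiogenesis in WT distal day 120 v day 100 0.109, adaptive immune in CF proximal term v day 120 0.151, innate myeloid in CF proximal term v day 120 0.0956 and adaptive immune in CF distal term v day 120 0.241. Innate myeloid in CF distal term v day 120 0.0918 also lost the call, as did inflammatory in CF distal day 120 v day 100 0.0956, inflammatory in WT distal day 120 v day 100 0.145, inflammatory in CF against WT change, distal day 120 v day 100 0.145 and inflammatory other in CF distal day 120 v day 100 0.17. Inflammatory other in WT distal day 120 v day 100 0.121 also lost the call, as did inflammatory other in CF against WT change, distal day 120 v day 100 0.355, hypoxia in CF v WT proximal term 0.206, development in CF v WT proximal term 0.493 and angiogenesis in CF v WT proximal term 0.099. Hypoxia in CF v WT distal term 0.242 also lost the call, as did angiogenesis in CF v WT distal term 0.0956, cell cycle in CF v WT distal term 0.0918, stress in CF proximal day 80 v day 65 0.117 and alveolar type2 in CF v WT distal day 120 0.156. Innate myeloid in CF v WT distal day 120 0.57 also lost the call, as did development in CF proximal term v day 120 0.276, development in CF against WT change, proximal term v day 120 0.402, development in CF distal term v day 120 0.156 and cell cycle in CF against WT change, distal term v day 120 0.109. Adaptive immune in CF against WT change, distal term v day 120 0.539 also lost the call, as did secretory airway in CF v WT proximal day 120 0.376, cartilage in CF v WT proximal day 120 0.206, innate myeloid in CF v WT proximal term 0.0918 and innate myeloid in CF v WT distal term 0.29. Adaptive immune in CF v WT distal term 0.548 also lost the call.

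Over the 500 genes with the largest variance the first component held 50.9% and 58.9% of the variance in proximal and distal lung. The choice of genes sets these values, since it keeps the genes that vary most. Over the 500 genes with the largest variance the root mean square difference between replicates was WT proximal 2.31 (day 65), 2.18 (day 80), 1.50 (day 100), 2.06 (day 120) and 1.58 (term) and CF proximal 2.17 (day 65), 2.45 (day 80), 1.45 (day 100) and 1.75 (term). The same difference between replicates was WT distal 2.69 (day 65), 1.87 (day 80), 1.24 (day 100), 2.04 (day 120) and 1.77 (term) and CF distal 1.30 (day 65), 1.10 (day 80), 0.98 (day 100), 1.49 (day 120) and 2.09 (term). Over the 500 genes with the largest variance the root mean square difference between consecutive means was WT proximal 1.54 (day 80 v day 65), 2.05 (day 100 v day 80), 2.20 (day 120 v day 100) and 3.22 (term v day 120) and CF proximal 1.30 (day 80 v day 65), 2.12 (day 100 v day 80), 2.68 (day 120 v day 100) and 2.37 (term v day 120). The same difference between consecutive means was WT distal 1.37 (day 80 v day 65), 2.01 (day 100 v day 80), 2.36 (day 120 v day 100) and 3.41 (term v day 120) and CF distal 1.26 (day 80 v day 65), 1.37 (day 100 v day 80), 2.37 (day 120 v day 100) and 2.70 (term v day 120).

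Over genes with an average log2 CPM of 1 or more the root mean square difference between replicates was WT proximal 0.58 (day 65), 0.47 (day 80), 0.45 (day 100) and 0.40 (day 120) and CF proximal 0.36 (day 65) and 0.65 (day 80). The same difference between replicates was WT distal 0.68 (day 65), 0.36 (day 80), 0.22 (day 100) and 0.44 (day 120) and CF distal 0.32 (day 80) and 0.22 (day 100). Over genes with an average log2 CPM of 1 or more the root mean square difference between consecutive means was WT proximal 0.36 (day 80 v day 65), 0.48 (day 100 v day 80) and 0.48 (day 120 v day 100) and CF proximal 0.36 (day 80 v day 65) and 0.45 (day 100 v day 80). The same difference between consecutive means was WT distal 0.31 (day 80 v day 65), 0.45 (day 100 v day 80) and 0.51 (day 120 v day 100) and CF distal 0.35 (day 100 v day 80).

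With each library of the groups compared left out in turn, the count of DEGs ran as follows. WT proximal gave 1 (day 120 v day 100) and 28 to 337 (term v day 120). WT distal gave 0 (day 120 v day 100) and 10 to 1101 (term v day 120). CF distal gave 0 (day 120 v day 100) and 0 to 136 (term v day 120). CF v WT proximal gave 0 to 529 (day 120) and 4 to 165 (term). CF v WT distal gave 0 to 1 (day 65), 0 (day 80), 0 (day 100), 0 to 12 (day 120) and 43 to 779 (term). CF against WT change, proximal gave 0 to 57 (day 120 v day 100) and 0 to 107 (term v day 120). CF against WT change, distal gave 1 to 476 (term v day 120).

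The adjusted p of a list ran from 0.00486 to 0.0653 for angiogenesis in WT distal day 100 v day 80, 0.00438 to 0.223 for inflammatory other in CF against WT change, distal day 120 v day 100, 0.0011 to 0.608 for development in CF v WT proximal term and 0.0165 to 0.674 for development in CF v WT distal term. It ran from 0.473 to 0.973 for stress in CF distal day 80 v day 65, 0.266 to 0.83 for alveolar type1 in CF v WT distal day 120, 0.00588 to 0.763 for cell cycle in WT proximal term v day 120 and 0.00304 to 0.869 for adaptive immune in CF against WT change, proximal term v day 120. List values ran from 5.78e-07 to 0.377 for cell cycle in WT distal term v day 120, 0.0608 to 0.812 for development in CF against WT change, distal term v day 120, 1.95e-06 to 0.755 for secretory airway in CF v WT proximal day 120 and 0.0335 to 0.713 for ciliated airway in CF v WT proximal day 120. List values ran from 8.88e-04 to 0.526 for adaptive immune in CF v WT proximal term, 1.32e-06 to 0.821 for adaptive immune in CF v WT distal term and 0.00515 to 0.865 for ciliated airway in CF v WT distal day 120.

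*CFTR* ran from -0.97 to -0.79 (CF against WT, proximal), -0.82 to -0.63 (CF against WT, distal), -0.31 to 0.34 (WT proximal term v day 120), -0.45 to 0.42 (CF proximal day 80 v day 65) and -0.26 to 0.0679 (WT distal term v day 120) with libraries left out. *SLC26A9* ran from 0.75 to 1.09 (CF against WT, proximal), 0.86 to 1.36 (CF against WT, distal), -0.0538 to 1.16 (CF v WT proximal day 80) and -0.14 to 2.38 (CF v WT distal term) with libraries left out. *SCGB1A1* ran from -8.45 to 1.60 (WT proximal day 120 v day 100) with libraries left out. *BPIFB1* ran from -0.62 to 3.37 (WT proximal day 120 v day 100) with libraries left out. *CXCL8* ran from -0.20 to 1.70 (WT distal day 120 v day 100) with libraries left out. *SCNN1A* ran from -0.22 to 0.54 (CF v WT proximal day 100), -2.75 to 0.29 (CF v WT proximal day 120), -1.07 to 1.98 (CF proximal day 120 v day 100), -1.30 to 0.0740 (CF v WT distal day 65), -0.50 to 0.40 (CF v WT distal day 80) and -0.64 to 0.36 (CF v WT distal day 120) with libraries left out. *SCNN1B* ran from -0.27 to 1.09 (CF v WT proximal day 120), -0.35 to 0.61 (CF v WT distal day 120) and -0.0300 to 0.93 (WT distal day 120 v day 100) with libraries left out. *TJP1* ran from -0.00271 to 0.17 (WT proximal day 80 v day 65), -0.10 to 0.19 (CF proximal day 80 v day 65), -0.34 to 0.84 (CF proximal day 120 v day 100), -0.95 to 0.23 (CF proximal term v day 120) and -0.0284 to 0.44 (CF distal day 100 v day 80) with libraries left out. *ANO1* ran from -0.0603 to 0.42 (CF proximal term v day 120) and -0.0311 to 0.33 (CF distal term v day 120) with libraries left out. *WFDC2* ran from -1.46 to 1.60 (CF proximal term v day 120), -0.58 to 0.59 (CF v WT proximal day 100), -0.0688 to 3.00 (CF v WT proximal day 120), -0.26 to 0.53 (CF v WT proximal term), -1.35 to 1.56 (CF v WT distal day 65) and -0.30 to 0.55 (CF v WT distal term) with libraries left out. Values of *CFTR* and *SLC26A9* over the 5 time points kept their direction, and without a whole replicate the exact test had only 1 library per group and time point.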

Differences from the paper's values

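The counts of DEGs that the paper states differ from the values found here by more than a factor of 1.5 in 22 comparisons. Each is compared with the alternatives set before the data were examined.

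WT proximal term v day 120 had 389 DEGs here and 1000 in the paper's text. The paper's count was approached within 1.5 times by glmTreat at an unadjusted p of 0.001 or less (940) and the fit with no low-count filter (777), and by no other alternative run there.

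CF proximal term v day 120 had 0 DEGs here and 150 in the paper's text. Of the alternatives, glmTreat at an unadjusted p of 0.001 or less (161) and an unadjusted p of 0.001 or less (220) came within 1.5 times of the paper's count, and the others did not.

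CF distal day 80 v day 65, CF distal day 100 v day 80, CF v WT distal day 65 and CF v WT distal day 100 had 0, 0, 16 and 30 DEGs here and 20, 30, 250 and 230 in the paper's text. Counts came within 1.5 times of the paper's by glmTreat at an unadjusted p of 0.001 or less (20, 34, 255 and 230), and by no other alternative run there.

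CF v WT distal day 120 had 18 DEGs here and 210 in the paper's text. The paper's count was approached within 1.5 times by glmTreat at an unadjusted p of 0.001 or less (213), and by no other alternative run there.

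CF distal day 120 v day 100 and CF v WT proximal day 100 had 2 and 0 DEGs here and 140 and 80 in the paper's text. Of the alternatives, an adjusted p of 0.05 or less (181 and 78) and glmTreat at an unadjusted p of 0.001 or less (144 and 83) came within 1.5 times of the paper's counts, and the others did not.

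CF distal term v day 120 had 66 DEGs here and 720 in the paper's text. Counts came within 1.5 times of the paper's by the fit with both genotypes in one fit (722) and glmTreat at an unadjusted p of 0.001 or less (746), and by no other alternative run there.

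CF v WT proximal day 120 and CF v WT proximal term had 0 and 69 DEGs here and 140 and 400 in the paper's text. The paper's counts were approached within 1.5 times by the fit with all 40 libraries in one fit (105 and 419) and glmTreat at an unadjusted p of 0.001 or less (145 and 416), and by no other alternative run there.

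CF v WT distal term had 251 DEGs here and 640 in the paper's text. Of the alternatives, glmTreat at an unadjusted p of 0.001 or less (644) and the fit without CF distal term replicate 1 (779) came within 1.5 times of the paper's count, and the others did not.

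WT proximal day 80 v day 65, WT proximal day 100 v day 80, WT proximal day 120 v day 100 and CF proximal day 100 v day 80 had 0, 0, 14 and 0 DEGs here and 15, 146, 179 and 10 in the paper's supplementary tables. Counts came within 1.5 times of the paper's by glmTreat at an unadjusted p of 0.001 or less (16, 152, 175 and 10), and by no other alternative run there.

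CF v WT proximal day 65 and CF v WT distal day 80 had 0 and 33 DEGs here and 71 and 253 in the paper's supplementary tables. The paper's counts were approached within 1.5 times by glmTreat at an unadjusted p of 0.001 or less (74 and 254), and by no other alternative run there.

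CF proximal day 80 v day 65 had 0 DEGs here and 8 in the paper's supplementary tables. Of the alternatives, DESeq2 (10), glmTreat at an unadjusted p of 0.001 or less (8) and an unadjusted p of 0.001 or less (11) came within 1.5 times of the paper's count, and the others did not.

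CF proximal day 120 v day 100 had 0 DEGs here and 57 in the paper's supplementary tables. Counts came within 1.5 times of the paper's by glmTreat at an unadjusted p of 0.001 or less (60) and an unadjusted p of 0.001 or less (73), and by no other alternative run there.

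CF v WT proximal day 80 had 0 DEGs here and 71 in the paper's supplementary tables. The paper's count was approached within 1.5 times by DESeq2 (98) and glmTreat at an unadjusted p of 0.001 or less (71), and by no other alternative run there.

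Over these 22 comparisons, the counts of glmTreat with an unadjusted p were within a factor of 1.5 of the paper's in 22, those with 0.001 on the unadjusted p in 3, DESeq2 in 2, an adjusted p of 0.05 in 2 and RLE normalization in 0.

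The time courses of WT distal lung were not compared with the paper's tables or counts. Over 22 other supplementary tables that compare 2 time points or the genotypes, 95% to 100% of the genes listed were also called here by glmTreat at an unadjusted p of 0.001 or less, and every gene tested here changed in the same direction. Of the 21 tables that give an adjusted p, 14 have 0 genes at 0.001 or less in it, and its largest value in a table was 0.0196 to 1. The largest unadjusted p listed in any of the 22 was 9.998e-04. The median size of the difference in log2 fold change from the values here was at most 3.87e-06 in a table. These lists therefore match glmTreat with a limit on the unadjusted p. For these comparisons this argues against a difference in the data as the source of the gap in counts.

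The paper places *MARCO* first by rise from 120 days to term in CF proximal lung. Over all genes tested it ranked 5 here, and among the 44 genes that glmTreat called higher it ranked 1.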

Other observations

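The tests of red cells, handling, epithelial share, liver RNA and spread between replicates were set beforehand, and the others reported here were chosen after the results were seen.

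In WT distal lung at 65 days, *KNG1* had 14.3 and 0.776 CPM in the 2 libraries. Liver RNA in the first would bring all the abundant liver transcripts, but *ALB* differed by -1.22 in log2 CPM, with 0.337 and 0.823 CPM, and *APOA2*, *AMBP*, *VTN* and *AFP* had 0 in both. Other liver genes were higher in the first, *FGB* with 2.96 against 0.247 CPM and *FGG*, *AHSG*, *ITIH3* and *TTR* with 0.208 to 0.571 against 0 CPM, all far below *KNG1*, while *TF* had 58.5 and 93.3 CPM. Albumin argues against liver as the source. More airway epithelium in that library is a candidate explanation, since the ciliated list was higher there by a median of 3.72.

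CF proximal lung at 120 days had the 2 replicates that differ most. Its airway secretory, ciliated and cartilage lists were higher in replicate 2 than in replicate 1 by medians of 3.06, 1.62 and 1.09, and the epithelial list by 0.52. The smooth muscle, alveolar type 1 and alveolar type 2 lists had -0.35, -0.55 and -0.16. More airway wall in that piece of tissue may account for this, although smooth muscle did not rise with it. Replicate 2 also had the lowest mitochondrial share of all libraries, 0.942%, and the largest even share of counts from 1 to 20, 85.8%. It had counts for 18998 genes, against 20430 in replicate 1. A technical difference between the 2 libraries was not tested and stays open. The 2 libraries had 93595123 and 101116915 reads, so that thinning, with which their root mean square difference was 1.50 over genes with an average log2 CPM of 1 or more, does not test depth.

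The hypoxia list was higher in CF at term in both regions. A response in CF replicate 2 alone would leave no difference without it, but the distal list then had an adjusted p of 2.37e-04, 1.65e-60 to 0.242 over the alternatives. The response was 2.50 in replicate 2 and 0.39 in replicate 1 of distal lung as a median. Low oxygen around delivery and an effect of genotype both stay open and were not tested.

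*MARCO* was lower in CF than in WT at term, with 6.73 to 13.5 CPM against 199 to 494 CPM. Fewer macrophages and other myeloid cells in the CF lung may contribute, as the innate and myeloid list was lower by a median of -1.01 in distal lung. The fall of *MARCO* itself was larger, -4.72.

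*CFTR* was lower in CF also relative to the mean of epithelial genes, by -0.58 in distal lung, which argues against a lower share of epithelial cells as the whole cause. Decay of the mutant transcript stays open and was not tested. For the smaller number of changes at term in CF proximal lung, a larger spread between the CF replicates may account for the gap, since 65 genes passed in CF with both genotypes in one fit, and as many in WT.

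Red cell genes, which include those for gas transport, did not reach the list threshold in CF distal lung from 100 to 120 days (adjusted p = 0.0674, 0.0245 to 0.539 over the alternatives), so more red cells in the tissue and regulation of these genes cannot be told apart with 2 libraries per time point. Heat shock genes rose from 65 to 80 days in CF proximal lung and had a median of -0.19 in CF distal lung over the same interval. With members going both ways there, handling of the tissue and a response of the proximal lung cannot be told apart.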
